# p53-mediated redox control promotes liver regeneration and maintains liver function in response to CCl_4_

**DOI:** 10.1038/s41418-021-00871-3

**Published:** 2021-10-09

**Authors:** Timothy J. Humpton, Holly Hall, Christos Kiourtis, Colin Nixon, William Clark, Ann Hedley, Robin Shaw, Thomas G. Bird, Karen Blyth, Karen H. Vousden

**Keywords:** Tumour-suppressor proteins, Physiology

## Abstract

The p53 transcription factor coordinates wide-ranging responses to stress that contribute to its function as a tumour suppressor. The responses to p53 induction are complex and range from mediating the elimination of stressed or damaged cells to promoting survival and repair. These activities of p53 can modulate tumour development but may also play a role in pathological responses to stress such as tissue damage and repair. Using a p53 reporter mouse, we have previously detected strong induction of p53 activity in the liver of mice treated with the hepatotoxin carbon tetrachloride (CCl_4_). Here, we show that p53 functions to support repair and recovery from CCl_4_-mediated liver damage, control reactive oxygen species (ROS) and limit the development of hepatocellular carcinoma (HCC), in part through the activation of a detoxification cytochrome P450, CYP2A5 (CYP2A6 in humans). Our work demonstrates an important role for p53-mediated redox control in facilitating the hepatic regenerative response after damage and identifies CYP2A5/CYP2A6 as a mediator of this pathway with potential prognostic utility in human HCC.

## Introduction

The TP53 (p53) transcription factor coordinates diverse aspects of the cellular stress response and is capable of engaging both pro-survival and pro-death pathways [1]. Although p53 was initially identified through its association with cancer, it also has broader roles in organismal health. p53 is required for efficient implantation of embryos into the uterus [2], promotes stamina during exercise [3, 4], limits fibrosis after chronic liver injury [5], and protects against *Listeria monocytogenes* infection [6]. Conversely, unrestrained activation of p53 in embryos is rapidly lethal [7–9], p53 promotes B-cell apoptosis in type 2 diabetes mellitus [10], and in ischaemia, inhibition of p53 is protective [11–13]. These disparate outcomes suggest a nuanced balance between divergent aspects of p53 activity.

The liver provides an excellent setting in which to examine the intersection of p53 signalling in cancer and normal biology. Disruption of *TP53* is observed in 30–40% of human hepatocellular carcinomas (HCCs) [14], suggesting tumour-suppressive functions for p53 in the liver. Indeed, the loss of hepatic p53 alone is sufficient to promote liver cancer in mice, albeit at long latency [15]. Even so, wild-type p53 is retained in more than half of human HCCs, with a previously identified *TP53* gene expression signature characterising this group [14]. These observations suggest that aspects of p53 function may also support—or at least not directly antagonise—hepatic tumourigenesis.

Although the liver is largely quiescent in adults, it can undergo rapid regeneration after damage or resection [16]. As in HCC, the p53 pathway has been reported to support and antagonise liver regeneration. It has been shown that p53 limits liver damage after acetaminophen overdose and protects mitotic fidelity after partial hepatectomy, indicating protective roles for p53 in the hepatic injury response [17–19]. Similarly, p53-deficient mice exhibit enhanced sensitivity to high-dose irradiation during CCl_4_-induced regeneration [20]. In addition, the loss of CDKN1A/p21, a p53 target, has been reported to impair liver regeneration in certain liver damage models [21, 22]. However, robust activation of p21 has also been shown to promote senescence and to limit the regenerative response, and p21 loss can allow for survival after severe liver damage—suggesting that this arm of the p53 response may also impede liver regeneration [21, 23]. More directly, unrestrained activation of p53 is lethal in hepatocytes, p53-mediated apoptosis contributes to disease progression in a model of non-alcoholic steatohepatitis, and p53 activity promotes fibrosis in a model of chronic regeneration in rats [24–27]. Thus, the role of p53 in the hepatic response to toxic damage is not clear and may be dependent on the nature and severity of the initiating damage.

Here, we utilise CCl_4_-mediated liver regeneration as a model system to investigate the function of p53 in liver biology. Our work demonstrates a role for p53-mediated redox control in facilitating the hepatic regenerative response after damage. We identified CYP2A5/CYP2A6 as a mediator of this pathway with potential prognostic utility in human HCC.

## Results

### Liver-specific loss of p53 exacerbates liver damage and increases ROS during CCl_4_-mediated liver regeneration

Using a p53 reporter mouse, we have previously detected strong induction of the p53 pathway, albeit without clear accumulation of p53 itself, in hepatocytes of mice treated with the hepatotoxin carbon tetrachloride (CCl_4_). To explore the potential roles for p53 function during this process, we created mice harbouring liver-specific deletion of *Trp53* (*p53*) (*Albumin-Cre; p53*^*FL/FL*^ mice), confirmed that recombination of the *p53* floxed allele was highly efficient in the liver (Fig. S1A/B) and proceeded to characterise the acute response to CCl_4_-mediated liver toxicity using this model (Figs. 1A/B and S1 C–H). Importantly, mice of either *p53* genotype developed normally and were histologically indistinguishable prior to treatment (Fig. S1 C/D). Within the first 24 h following treatment with CCl_4_, *Albumin*-*Cre*; *p53*^*WT/WT*^ mice *(p53* WT) mice exhibited evident liver damage, including vacuolisation, neutrophil infiltration, and destruction of Glutamine Synthetase (GS)-positive peri-central vein hepatocytes (Figs. 1A/B and S1C–H). Damage progressed outward from the central vein over the first 48–72 hours after treatment before resolving within the remainder of the 168-h time-course (Figs. 1A/B and S1 C/D). In *Albumin-Cre; p53*^*FL/FL*^ mice, although GS-positive hepatocyte destruction and damage-associated neutrophil infiltration were similar to *p53* WT mice (Fig. S1E–H), liver damage progressed outward from the peri-central vein region more rapidly, coalescing into larger regions of injury at 24 h after CCl_4_ treatment (Figs. 1A/B and S1 C/D). Even so, the liver damage in *Albumin-Cre; p53*^*FL/FL*^ mice also resolved within 168 h.

**Fig. 1:**
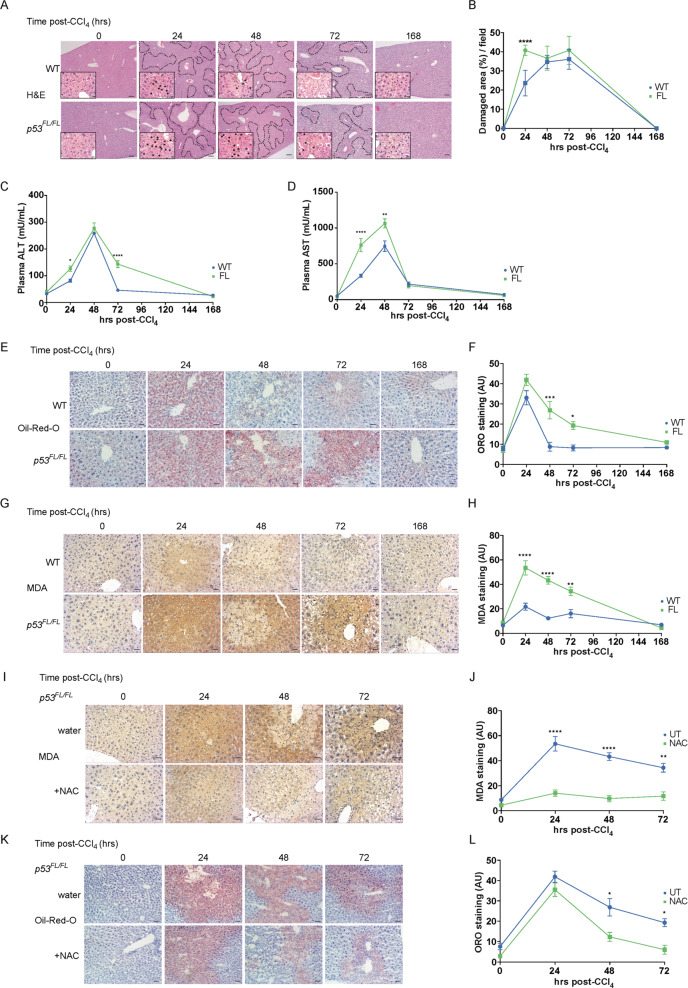
Loss of liver p53 exacerbates liver damage and increases ROS during CCl4-mediated liver regeneration. Representative H&E images (**A**) and quantification (**B**) of damaged area (% per field) in livers from *Albumin*-*Cre*; *p53*^WT/WT^ mice (WT) and *Albumin*-*Cre*; *p53*^FL/FL^ (FL) mice at indicated times (hours) following CCl_4_ treatment. Damaged areas outlined. Scale bars 100 μm. Higher magnification inset images highlight centrilobular liver damage including vacuolisation (black arrows). These images are taken from different H&E slides than those depicted for damaged area. Scale bars 10 μm. Images reproduced without annotation and at full size in Fig. S1 C/D. Quantifications from *N* = 2 untreated (0 h) mice/group, *N* = 6 mice/group at 24 h, *N* = 5 WT and *N* = 4 FL mice at 48 h, *N* = 7 mice/group at 72 h, N = 3 mice/group at 168 h. Data presented as mean ± SEM and analysed using two-way ANOVA with Holm-Sidak’s multiple comparisons test and multiplicity-adjusted *p* values. ****p < 0.0001. Plasma ALT (**C**) and AST (**D**) activity (mU/mL) in *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (FL) mice treated as in (**A**). *N* = 3 untreated (0 h) mice/group. *N* = 4 mice/group/time point thereafter. Each data point represents the mean from technical duplicates per mouse. Data presented as mean ± SEM and analysed using two-way ANOVA with Holm-Sidak’s multiple comparisons test and multiplicity-adjusted p-values. *p < 0.05, **p < 0.01, ****p < 0.0001. Staining (**E**) and quantification of stain area (**F**) of frozen sections for oil-red-O (ORO) in *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (FL) mice treated as in (**A**). Scale bars 20 μm. Quantification from *N* = 5 untreated (0 h), 24 h, and 48 h mice/group, *N* = 7 mice/group at 72 h, and N = 3 mice/group at 168 h. Data presented as mean ± SEM and analysed using two-way ANOVA with Holm-Sidak’s multiple comparisons test and multiplicity-adjusted *p* values. *p < 0.05, ***p < 0.001. Data from *p53*^*FL/FL*^ mice also used in (**L**) (normal water) but different representative images are shown. IHC staining (**G**) and quantification (**H**) of malondialdehyde (MDA) in *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (FL) mice at indicated times (hours) after CCl_4_ treatment. Scale bars 20 μm. Quantification from *N* = 6 untreated (0 h) mice/group, *N* = 7 WT and N = 6 FL mice at 24 h, *N* = 7 mice/group at 48 and 72 h, and N = 3 mice/group at 168 h. Data presented as mean ± SEM and analysed using two-way ANOVA with Holm-Sidak’s multiple comparisons test and multiplicity-adjusted *p* values. **p < 0.01, ****p < 0.0001. Data from *p53*^*FL/FL*^ mice also used in (**J**) (normal water) but different representative images are shown. IHC staining (**I**) and quantification (**J**) of malondialdehyde (MDA) in *Albumin-Cre; p53*^*FL/FL*^ (FL) mice given control (water) or 30 mM N-Acetylcysteine-supplemented drinking water (NAC) for one week prior to CCl_4_ treatment. Images from indicated times (hours) after CCl_4_ treatment. Scale bars 20 μm. Quantification from *N* = 6 water and *N* = 2 NAC untreated mice (0 h), *N* = 6 water and *N* = 4 NAC mice at 24 h, *N* = 7 water and *N* = 4 NAC mice at 48-72 h. Data presented as mean ± SEM and analysed using two-way ANOVA with Holm-Sidak’s multiple comparisons test and multiplicity-adjusted p-values. **p < 0.01, ****p < 0.0001. Data from *p53*^*FL/FL*^ (normal water) mice also used in (**H**) but different representative images are shown. Staining (**K**) and quantification (**L**) of oil-red-O (ORO) in *Albumin-Cre; p53*^*FL/FL*^ (FL) mice given control (water) or 30 mM N-Acetylcysteine-supplemented drinking water (NAC) for one week prior to CCl_4_ treatment. Images from indicated times (hours) after CCl_4_ treatment. Scale bars 20μm. Quantification from *N* = 5 untreated water (0 h) and *N* = 2 untreated NAC mice, *N* = 5 water and *N* = 4 NAC mice at 24 and 48 h, *N* = 7 water and *N* = 4 NAC mice at 72 h. Data presented as mean ± SEM and analysed using two-way ANOVA with Holm-Sidak’s multiple comparisons test and multiplicity-adjusted p-values. *p < 0.05. Data from *p53*^*FL/FL*^ (normal water) mice also used in (**F**) but different representative images are shown.

To confirm our histological assessment of liver damage, we examined the presence of alanine and aspartate transaminase (ALT/AST) activity in blood plasma, two markers of liver damage. In agreement with the liver histology, we noted extended elevation of plasma ALT and AST activity in *Albumin-Cre; p53*^*FL/FL*^ mice (Fig. 1C/D), suggesting elevated liver damage in these mice. Even so, as observed in liver histology, plasma ALT and AST levels ultimately normalised by 168 h after treatment in mice of both genotypes, suggesting potentially significant but transient effects of p53 during CCl_4_-mediated liver regeneration. These findings are consistent with previous reports of p53 acting to limit liver damage after acetaminophen overdose [18, 19], where p53 exerted short-lived protective effects.

One of the features of damage-mediated liver regeneration is the dramatic but transient microvesicular steatosis that occurs prior to initiation of the proliferative phase of the regenerative response [28–30]. The resulting accumulation of lipids can be visualised as red puncta in oil-red O-stained liver sections. In contrast to our liver damage assessments, we observed a similar peak accumulation of oil-red-O staining at 24 h after CCl_4_ treatment in the livers of *Albumin*-*Cre*; *p53*^WT/WT^ and *Albumin-Cre; p53*^*FL/FL*^ mice (Fig. 1E/F). However, while lipid levels rapidly normalised by 48 h after treatment in *Albumin*-*Cre*; *p53*^WT/WT^ mice, elevated oil-red-O staining persisted in *Albumin-Cre; p53*^*FL/FL*^ mice for an additional 2 days (Fig. 1E/F).

The initial reductive dehalogenation of CCl_4_ generates short-lived but highly reactive intermediates that potently oxidise lipids and cause DNA damage [31, 32]. Peroxidized lipids can impede mitochondrial function, including fatty acid oxidation, and impair lipid export—potentially contributing to lipid accumulation during CCl_4_ detoxification [33–35]. Considering the established role for p53 supporting the redox response [36], we investigated whether the disrupted lipid clearance in *Albumin-Cre; p53*^*FL/FL*^ mice was a consequence of decreased ROS detoxification. Indeed, levels of malondialdehyde (MDA), a marker of lipid peroxidation, were elevated to a greater extent, and for an additional two days, in *Albumin-Cre; p53*^*FL/FL*^ mice compared with *Albumin-Cre; p53*^*WT/WT*^ mice (Fig. 1G/H).

To investigate the contribution of ROS stress to deficiencies in liver regeneration in *Albumin-Cre; p53*^*FL/FL*^ mice, we compared CCl_4_-mediated regeneration between *Albumin-Cre; p53*^*FL/FL*^ mice given normal drinking water to those provided with N-Acetylcysteine (NAC)-supplemented drinking water. NAC treatment is an established antidote to liver toxicity that results from acetaminophen overdose in humans and functions by maintaining liver glutathione levels during the detoxification process [37]. As expected, NAC treatment significantly attenuated lipid peroxidation in *Albumin-Cre; p53*^*FL/FL*^ mice (Fig. 1I/J). NAC treatment also promoted significantly more rapid clearance of lipid droplets (Fig. 1K/L), suggesting that redox management is an important feature of the p53-mediated response to hepatic CCl_4_ toxicity.

### Liver p53 engages *Cyp2a5/CYP2A6* to support redox control during CCl_4_-mediated liver regeneration

Given the differences in redox control between *Albumin-Cre; p53*^*WT/WT*^ and *Albumin-Cre; p53*^*FL/FL*^ mice at 24 h after CCl_4_ treatment, we focused on the early response to toxicity. At 8 h after CCl_4_ treatment, we observed similar oil-red-O staining to baseline and comparable lipid peroxidation between livers taken from *Albumin-Cre; p53*^*WT/WT*^ and *Albumin-Cre; p53*^*FL/FL*^ mice (Fig. 2A/B), suggesting that bifurcation of the regenerative response had not yet occurred. Bulk RNA-seq analysis at this time point identified 13 significant differentially regulated genes between *Albumin-Cre; p53*^*WT/WT*^ and *Albumin-Cre; p53*^*FL/FL*^ livers 8 h after CCl_4_ treatment (Fig. S2A). 

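Liver RNA was sequenced from 4 *Albumin-Cre; p53* FL/FL mice (FL), in which Cre recombinase expressed from the *Albumin* promoter deletes floxed *Trp53* in hepatocytes, and from 3 *Albumin-Cre; p53* WT/WT mice (WT), which carry the same Cre and intact *Trp53*. The mice were male, about 70 days old, and were sampled 8 h after 1 intraperitoneal injection of CCl_4_, a solvent that is converted into reactive radicals in hepatocytes (1 mL/kg of a 20% solution in corn oil). Stranded libraries of polyadenylated RNA were read from both ends, the authors aligned the reads with Tophat, counted them per gene with HTSeq and normalised the counts with DESeq2. The deposited values are these normalised counts after rounding to whole numbers, in a table of 14851 Ensembl genes. Their sum ranged from 15851380 to 16554427 per FL liver (median 16195538) and from 14123213 to 15538815 per WT liver (median 15355851), which reflects the normalisation and not the depth. The spacing of the low values gave what 1 read was worth in each library, and from this the number of reads counted on genes was estimated as 11.9 to 19.5 M per FL liver (median 15.4 M) and 15.4 to 17.1 M per WT liver (median 16.7 M). Because rounding leaves the reads of 4 libraries ambiguous, where 1 read was worth less than 1 normalised count, no test on counts was run. The normalised counts were compared by limma on log2(normalised count + 1), with a mean-variance trend, over the 12545 genes whose mean over the 7 livers was at least 10, so that a log2 fold change understates the change of genes with low counts. P-values were adjusted by the Benjamini-Hochberg method, and positive log2 fold changes are higher in FL livers. A value resting on fewer than 3 counts was treated as the floor of detection. All WT source names in the sample labels share 1 prefix and the FL source names carry 2 others. Neither the labels nor the paper state what the prefixes mean, and whatever they mark cannot be told apart from genotype.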

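*Trp53* itself, on chromosome 11 of GRCm38 from 69580359 to 69591873, had a normalised count of 147 ± 47.7 (SD, n = 4) in FL livers and 798 ± 98.2 (SD, n = 3) in WT livers. The FL livers ranged from 110 to 217 and the WT livers from 688 to 876, and the FL mean was 18.4% of the WT mean. The log2 fold change was -2.47 (standard error 0.23, adjusted p = 0.0447 from limma), and an exact two-sided permutation test over the 35 splits of the 7 livers gave p = 0.029, the smallest p these groups allow. Of the 36-base stretches of *Trp53* transcripts, 7.1% also occur in the pseudogene *Trp53-ps*. Across all tested genes, 2 had an adjusted p-value under 0.05, *Trp53* and *Eda2r*, both lower in FL livers, and 401 had an unadjusted p-value under 0.05. The setting that moved this count most, a fit with the first principal component of the within-group deviations as a covariate, gave 144 genes. It was chosen after the data had been seen, and it gave as many genes in 16 of the 35 splits of the livers. Unlike the real split, the other splits with as many put WT replicate 2 and FL replicate 3 in the same group. Of the settings chosen beforehand, leaving out WT replicate 3 moved the count most, to 5 other genes. With the replicate number as a block, 0 genes passed and 110 had an unadjusted p-value under 0.05. Across genes, the deviations of same-numbered FL and WT livers from their group means had a mean correlation of -0.24, from -0.66 for replicate 3 to 0.44 for replicate 1. The livers spread mainly along the first principal component, which carried 66.7% of the variance. On it WT replicate 2 lay at 82.0 and FL replicate 3 at 29.2, while the other 5 livers lay between -25.6 and -19.1.

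**Figure D1:**
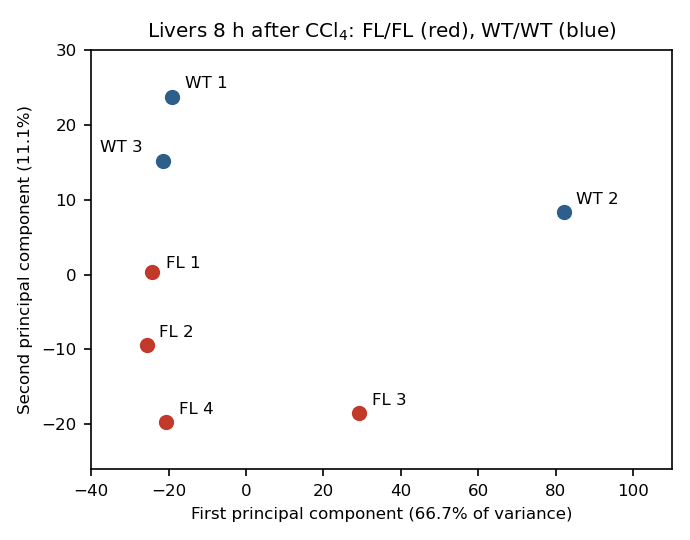
Principal components of log2(normalised count + 1) over the 12545 tested genes, one point per liver, FL in red and WT in blue. The horizontal axis is the first component (66.7% of the variance, log2 units) and the vertical axis the second (11.1%); WT replicate 2 and FL replicate 3 lie to the right of the other 5 livers.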

Clustering analysis stratified these genes into three groups, one of which contained p53 itself and four established p53 targets: *Ccng1/Cyclin G1, Eda2r, Zmat3/Wig-1*, and *Abcb1a/Mdr1* [38–41] (Fig. 2C). 

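When the 13 genes of Fig. S2A were clustered from row Z-scores of the normalised counts by Euclidean distance and complete linkage, the defaults of heatmap.2, a tree of 3 groups held 6, 4 and 3 genes. The 6 genes with *Trp53* were *Trp53*, *Eda2r*, *Zmat3*, *Ccng1*, *Abcb1a* and *Cyp2a5*. *Eda2r* (chromosome X of GRCm38, 97333840 to 97377216) had 6.25 ± 1.5 normalised counts in FL livers and 97.0 ± 39.5 in WT livers (SD, n = 4 and n = 3), a log2 fold change of -3.70 (standard error 0.36, limma adjusted p = 0.0447). *Ccng1* (chromosome 11, 40748552 to 40755311) had 371 ± 22.1 in FL and 763 ± 120 in WT livers, with a log2 fold change of -1.03 (standard error 0.13, adjusted p = 0.254), and it lies on the chromosome of the floxed allele. *Abcb1a* (chromosome 5, 8660077 to 8748575) had 75.5 ± 16.8 in FL and 169 ± 21.0 in WT livers, with a log2 fold change of -1.17 (standard error 0.21, adjusted p = 0.999). Its transcripts share 20.0% of their 36-base stretches with *Abcb1b*, so reads could have been divided between these paralogs or left uncounted. *Zmat3* (chromosome 3, 32334792 to 32366014) had 298 ± 35.7 in FL and 483 ± 26.0 in WT livers, with a log2 fold change of -0.70 (standard error 0.13, adjusted p = 0.999). For each of these genes every FL liver was below every WT liver (exact permutation p = 0.029, two-sided, the smallest possible). *Ccng1*, *Abcb1a* and *Zmat3* ranked 3, 4 and 5 by p-value among all tested genes, with unadjusted limma p-values of 6.06e-05, 0.000598 and 0.000599. The same 6 genes were grouped together with Z-scores of log2 values, with a correlation distance, with average linkage and with 4 groups. Without WT replicate 2 the group grew to 8 genes by adding *Sh3pxd2b* and *Vmn2r3*.

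**Figure D2:**
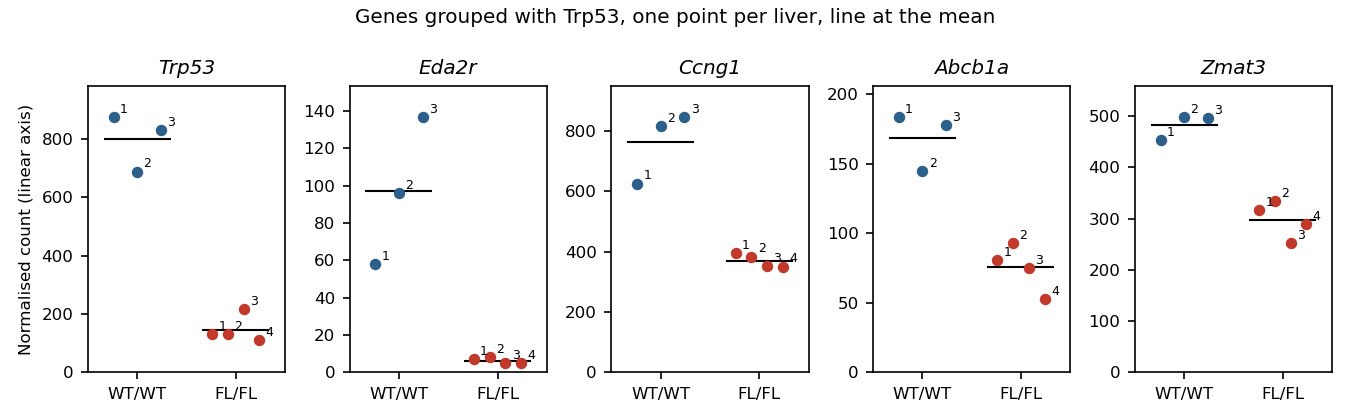
Normalised counts (linear axis from 0) of 5 of the 6 genes grouped with Trp53, one point per liver labelled by replicate number, WT in blue and FL in red, with a line at the mean of each group. In each gene all 4 FL livers lie below all 3 WT livers.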

Our attention was drawn to the remaining member of this cluster, *Cyp2a5*, encoding a cytochrome P450 enzyme that is induced by NFE2L2 (NRF2) to aid in the murine redox response during ethanol detoxification [42, 43]. 

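*Cyp2a5*, listed under its Ensembl identifier, lies on the plus strand of chromosome 7 of GRCm38 from 26835305 to 26843548. Its normalised count was 1649 ± 544 in FL livers (SD, n = 4, range 887 to 2104) and 5901 ± 3534 in WT livers (SD, n = 3, range 3210 to 9903). Every FL liver was below every WT liver (exact two-sided permutation test, p = 0.029, the smallest possible). The log2 fold change was -1.75 (standard error 0.42, adjusted p = 0.999 from limma, unadjusted p = 0.00341), so *Cyp2a5* ranked 29 by p-value and did not pass the threshold once all tested genes were taken into account. With each liver left out in turn the log2 fold change stayed between -2.11 and -1.29, and with the replicate number as a block it was -1.48. *Cyp2a4*, a paralog 520.2 kilobases away on the same strand (26307169 to 26315088), shares 50.0% of its 36-base stretches with *Cyp2a5*, which in turn shares 39.9% with *Cyp2a4*, so the counting could have divided or dropped reads of these genes and both values are uncertain. *Cyp2a4* had 11, 8, 337 and 24 normalised counts in FL replicates 1 to 4 and 9, 1468 and 34 in WT replicates 1 to 3. Its highest values were in FL replicate 3 and WT replicate 2, whereas *Cyp2a5* in WT replicate 2 was the lowest of the WT livers. Its difference between the genotypes was smaller than the spread between replicates (log2 fold change -1.37, standard error 1.83, adjusted p = 0.999, exact permutation p = 0.514). From its place in the group with *Trp53*, the paper took up *Cyp2a5* for further study.

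**Figure D3:**
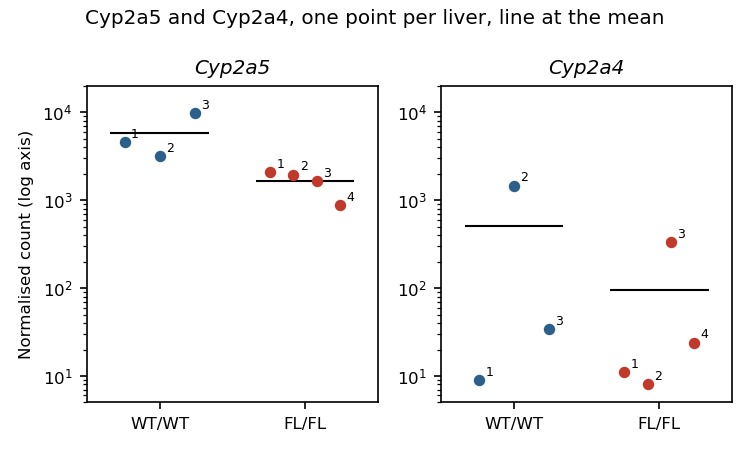
Normalised counts of Cyp2a5 and Cyp2a4 on a log axis, one point per liver labelled by replicate number, WT in blue and FL in red, with a line at the arithmetic mean of each group. Cyp2a5 separates the genotypes, while Cyp2a4 is highest in WT replicate 2 (1468) and FL replicate 3 (337).

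**Figure D4:**
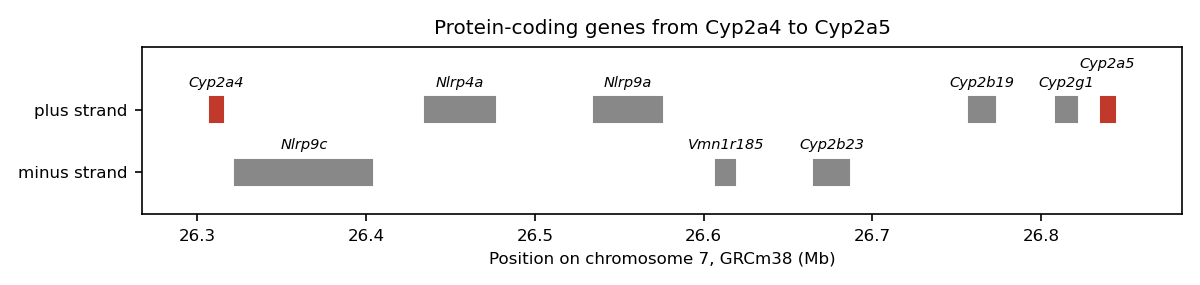
Protein-coding genes annotated from Cyp2a4 to Cyp2a5 on chromosome 7 of GRCm38 (GENCODE vM21), position in Mb on the horizontal axis and strand on the vertical axis. Cyp2a4 and Cyp2a5 (red) are the first and last of the 9 genes shown.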

*CYP2A6*, the human orthologue of *Cyp2a5* [44], has been shown to be a transcriptional target of p53 [45], suggesting potential p53-directed functions for *Cyp2a5* in the mouse as well.

**Fig. 2:**
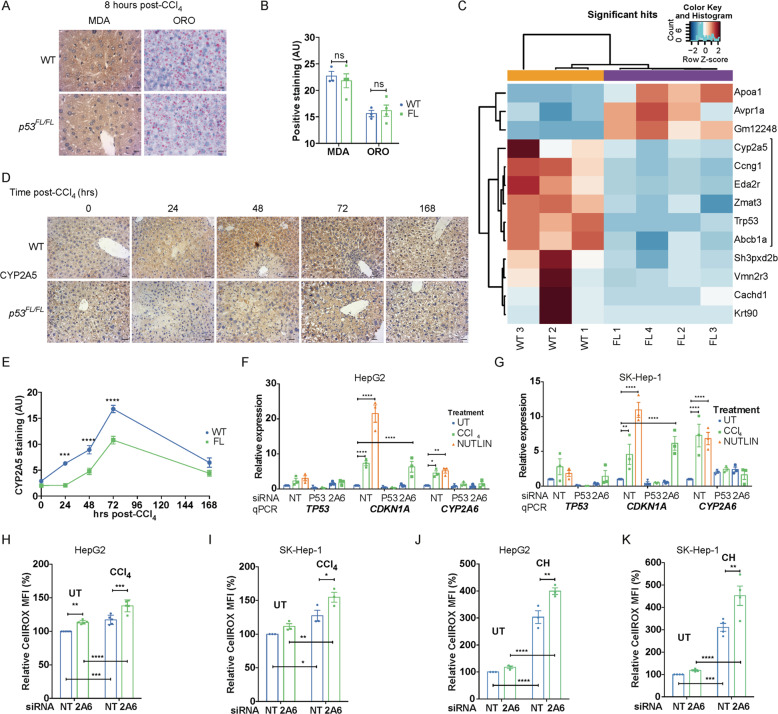
Liver p53 engages *Cyp2a5/CYP2A6* to support redox control during CCl4-mediated liver regeneration. Staining (**A**) and quantification (**B**) for malondialdehyde (MDA) and oil-red-O (ORO) in *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (FL) mice at 8 h after CCl_4_ treatment. Scale bars 10μm. Representative of *N* = 3 WT and *N* = 4 FL mice. Data presented as mean ± SEM and analysed using two-tailed t-tests and the Sidak–Bonferroni method to account for multiplicity of tests. ns not significant. **C** Clustering analysis of significant differentially expressed genes (adjusted *p* < 0.05) from RNA-seq analysis between *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (FL) mice at 8 h after CCl_4_ treatment. Samples from *N* = 3 WT and *N* = 4 FL mice included in analysis. Positive *Z*-score values correspond to genes enriched in livers of mice of the genotype indicated in the sample name. *Cyp2a5-*associated cluster as indicated. For further information, see materials and methods. IHC staining (**D**) and quantification (**E**) of CYP2A5 in *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (FL) mice at indicated times (hours) after CCl_4_ treatment. Scale bars 20 μm. Quantification from *N* = 4 untreated (0 h) mice/group, *N* = 5 mice/group at 24 h, *N* = 7 mice/group at 48 and 72 h, and *N* = 3 mice/group at 168 h. Data presented as mean ± SEM and analysed using two-way ANOVA with Holm–Sidak’s multiple comparisons test and multiplicity-adjusted *p* values. ***p < 0.001, ****p < 0.0001. RT-qPCR analysis of expression of *TP53*, *CDKN1A* and *CYP2A6* relative to *ACTIN* in HepG2 (**F**) and SK-Hep-1 (**G**) cells treated with siRNA against *TP53, CYP2A6* (2A6), or non-targeting control (NT) 96 h prior to analysis and additionally treated with either DMSO control (UT), CCl_4_ (4 mM), or with Nutlin (10 μM) for 24 h prior to analysis. *N* = 3 independent samples/condition. Data presented as mean ± SEM and analysed using two-way ANOVA with Holm-Sidak’s multiple comparisons test and multiplicity-adjusted *p* values. *p < 0.05, **p < 0.01, ****p < 0.0001. Measurement of cellular ROS levels relative to baseline using the CellROX fluorescent probe in HepG2 (**H**) and SK-Hep-1 (**I**) cells treated with non-targeting control (NT) or *CYP2A6* (2A6) siRNA for 96 hours and additionally treated with either DMSO control (UT) or with CCl_4_ (4 mM) in DMSO for 24 h prior to analysis. *N* = 5 independent HepG2 and *N* = 3 SK-Hep-1 samples/condition. Data presented as median fluorescent intensity (MFI) ± SEM relative to untreated NT cells and analysed using two-way ANOVA with Holm–Sidak’s multiple comparisons test and multiplicity-adjusted *p* values. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Measurement of cellular ROS levels relative to baseline using the CellROX fluorescent probe in HepG2 (**J**) or SK-Hep-1 cells (**K**) treated with non-targeting control (NT) or *CYP2A6* (2A6) siRNA for 96 h and additionally treated with either DMSO control (UT) or with cumene hydroperoxide (10 μM) (CH) for 24 h prior to analysis. *N* = 3 independent samples/condition in HepG2 cells and *N* = 4/condition in SK-Hep-1 cells. Data presented as median fluorescent intensity (MFI) ± SEM relative to untreated NT cells and analysed using two-way ANOVA with Holm–Sidak’s multiple comparisons test and multiplicity-adjusted *p* values. **p < 0.01, ***p < 0.001, ****p < 0.0001.

Consistent with our RNA-seq data, we confirmed that expression of *Cyp2a5* was induced in *Albumin-Cre; p53*^*WT/WT*^ mice within the first 8–24 h after CCl_4_ treatment, with later induction observed in *Albumin-Cre; p53*^*FL/FL*^ mice alongside increased levels of the NRF2 target gene *Nqo1* (Fig. S2B/C). Through IHC staining, we confirmed higher levels of CYP2A5 protein in livers of *Albumin-Cre; p53*^*WT/WT*^ compared to *Albumin-Cre; p53*^*FL/FL*^ mice within 24 h after CCl_4_ treatment as well (Fig. 2D/E). CYP2A5 levels remained significantly elevated in Albumin-Cre; p53^WT/WT^ livers at 48 and 72 h after treatment, with a delayed increase evident in *Albumin-Cre; p53*^*FL/FL*^ livers at 48–72 h after CCl_4_ treatment (Fig. 2D/E).

Interestingly, although we observed potent early induction of the p53 target gene *Cdkn1a/p21* in *Albumin-Cre; p53*^*WT/WT*^ mice, this was matched by similar induction in *Albumin-Cre; p53*^*FL/FL*^ mice, a finding that we confirmed by IHC staining for p21 at 8 h after CCl_4_ treatment (Fig. S2D/E). These findings suggest that early expression of p21 after CCl_4_ treatment is p53-independent (Fig. S2D/E), in contrast to its p53-dependent induction later in the regenerative process (Fig. S2D). These results also explain why *Cdkn1a* was not differentially expressed in our RNA-seq analysis. 

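In the RNA-seq, *Cdkn1a* (chromosome 17 of GRCm38, 29090976 to 29100727) had 1902 ± 817 normalised counts in FL livers (SD, n = 4) and 1600 ± 222 in WT livers (SD, n = 3). The FL livers ranged from 952 in replicate 3 to 2946 in replicate 4, a range that contained all 3 WT livers, which lay between 1355 and 1787. The difference was smaller than the spread between replicates, with a log2 fold change of 0.15 (standard error 0.34, adjusted p = 0.999 from limma) and p = 0.657 in the exact permutation test. Its sign depended on 1 liver, since the log2 fold change was -0.10 without FL replicate 4 and also -0.10 with the replicate number as a block, which leaves that liver without a pair. Without FL replicate 3 it was 0.45. With a standard error of this size, a moderate difference between the genotypes was not detectable.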

Expression of CYP2A5, in contrast, was elevated in *Albumin-Cre; p53*^*WT/WT*^ mice but significantly lower in *Albumin-Cre; p53*^*FL/FL*^ livers at this time point, consistent with our RNA-seq data (Fig. S2F). *Bbc3*/*Puma*, a pro-apoptotic p53 target gene that has been shown to play a role in modulating liver metabolism in human HCC [46], was not differentially expressed between *Albumin-Cre; p53*^*WT/WT*^ and *Albumin-Cre; p53*^*FL/FL*^ mice during CCl_4_-mediated regeneration (Fig. S2G), reinforcing the idea that not all aspects of p53 activity are engaged during liver regeneration.

In the *Mdm2*^*Ex5/6Δ*^ mouse model, excision of *Mdm2* exons 5 and 6 (*Mdm2*^*Ex5/6Δ*^), comprising the p53-binding domain of MDM2, leads to rapid stabilisation of p53, robust expression of p53 target genes, and ultimately in p53-dependent lethality within 4–5 days [24, 47]. RNA-seq analysis of mice sampled at two days after treatment with liver-specific AAV8-TBG-Cre [48] to induce expression of *Mdm2*^*Ex5/6Δ*^, a time point before widespread liver attrition, confirmed significant induction of *Cyp2a5*. Indeed, we identified all of the genes in our CCl_4_ RNA-seq analysis, alongside classical p53 targets such as *p21* and *Puma* in this alternative model (Fig. S2H). As in the CCl_4_ liver regeneration model, we validated the induction of p21 and CYP2A5, as well as stabilisation of p53, via IHC (Fig. S2I–K). Combined, these findings confirm that activation of p53 engages CYP2A5 in the liver.

To explore the role of CYP2A5/CYP2A6 in damaged hepatocytes more fully in vitro, we turned to HepG2 and SK-Hep-1 cells, human HCC cell lines that maintain wild type p53 [46] (Fig. 2F/G). Treatment of these cells with Nutlin, a direct activator of p53 [49], induced expression of *CDKN1A/p21*, as expected, as well as *CYP2A6*. Treatment of both HepG2 and SK-Hep-1 cells with CCl_4_ also induced *p21* and *CYP2A6* expression (Fig. 2F/G). This response was abrogated following siRNA-mediated depletion of *TP53*, confirming the role of p53 in the upregulation of *p21* and *CYP2A6* expression in response to CCl_4_ in vitro (Fig. 2F/G).

Functionally, both HepG2 and SK-Hep-1 cells treated with CCl_4_ exhibited increased ROS levels, and this was exacerbated in *CYP2A6*-depleted cells (Fig. 2H/I). Treatment of HepG2 and SK-Hep-1 cells with cumene hydroperoxide (CH), a stable organic oxidising agent [50], similarly engaged *CYP2A6* and *CDKN1A/p21* (Fig. S2 L/M), and *CYP2A6*-depletion also increased cellular ROS levels after CH treatment (Fig. 2J/K)—suggesting that downstream ROS, rather than CCl_4_ directly, promotes activation of CYP2A6 to aid in ROS detoxification. Interestingly, although induction of *CYP2A6* was p53-dependent in response to CCl_4_ treatment, *CYP2A6* increased independently of p53 after CH treatment (Fig. S2L/M). Since hydroperoxides have been shown to activate NRF2 in HepG2 cells [51], this finding is consistent with an established role for NRF2-induced *Cyp2a5* supporting the redox response during ethanol detoxification in mice [42, 43]. Based on these findings, we concluded that the p53-dependent activation of CYP2A5 in response to CCl_4_ treatment in vivo contributed to the enhanced detoxification of lipid ROS in support of rapid regeneration in *Albumin-Cre*; *p53*^*WT/WT*^ mice.

### Hepatocyte p53 protects liver function and limits tumourigenesis following CCl_4_-mediated chronic regeneration

A close relationship has been described between chronic regeneration and cancer—with tumourigenesis sometimes conceptualised as ‘a wound that does not heal’ [52]. While we detected clear defects in redox control and liver function during one round of CCl_4_ treatment and regeneration in *Albumin-Cre; p53*^*FL/FL*^ mice compared to *Albumin-Cre; p53*^*WT/WT*^ mice, these differences were transient and resolved within one week (Fig. 1). In contrast to acute damage, repeated regeneration resulting from regular CCl_4_ treatment causes lasting fibrotic liver damage, leading to cirrhosis and HCC [53, 54]. This progression is exacerbated by systemic DNA damage, chronic inflammation, and ROS stress [55, 56]. With these findings in mind, we investigated the effects of lack of liver p53 on fibrosis and HCC development in the well-established CCl_4_ chronic liver regeneration model [5] (Fig. S3A).

One week after the conclusion of the 10-week chronic regeneration regime, we observed striking generalised hepatocyte hypertrophy [57] throughout the livers of *Albumin-Cre; p53*^*FL/FL*^ mice that was absent in similarly treated *Albumin-Cre; p53*^*WT/WT*^ mice (Fig. 3A/B). In hepatic stellate cells (HSCs), p53 has been shown to limit fibrosis after chronic regeneration in the liver [5]. However, we found that hepatocyte-specific p53 loss did not lead to differences in activated HSC content, as evaluated by IHC staining for alpha-smooth muscle actin (aSMA), or to increased fibrosis as assessed by picrosirius red staining (PSR) (Fig. 3B–D). In fact, we observed a modest decrease in fibrosis in *Albumin-Cre; p53*^*FL/FL*^ mice (Fig. 3B/D), consistent with a previous report showing that hepatocyte p53 can enhance fibrosis during CCl_4_-mediated chronic regeneration in rats [27]. Although murine hepatocyte p53 does not appear to limit fibrosis after chronic regeneration either, we nevertheless detected higher levels of unresolved DNA damage, measured by IHC staining for phospho-histone H2A.X (gH2AX), increased lipid peroxidation (measured by MDA) and—as expected—decreased levels of CYP2A5 in livers from *Albumin-Cre; p53*^*FL/FL*^ mice (Fig. 3E/F). Functionally, we also found that plasma levels of ALT and AST enzyme activity were both elevated in *Albumin-Cre; p53*^*FL/FL*^ mice after chronic regeneration, consistent with compromised liver function in these mice (Fig. 3G).

**Fig. 3:**
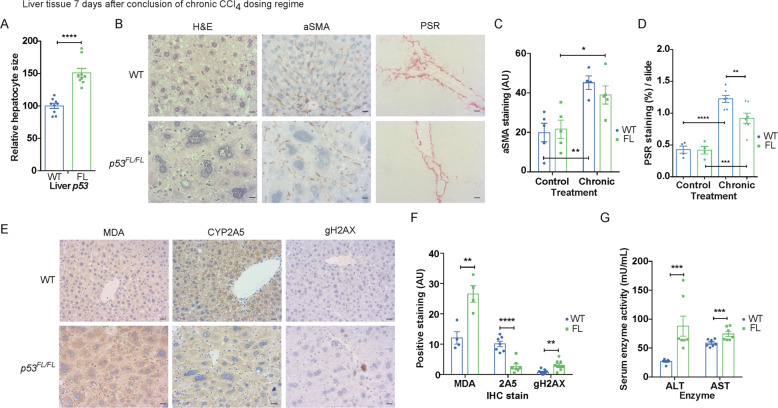
Loss of liver p53 leads to hepatic hypertrophy, chronic ROS and DNA damage, and impaired liver function after CCl4-mediated chronic regeneration. **A** Quantification of relative hepatocyte size in *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (FL) mice at 7 days after completion of 10-week CCl_4_ chronic regeneration regime. *N* = 9 mice/genotype. Data presented as mean ± SEM and analysed using an unpaired two-tailed *t*-test with Welch’s correction. **p < 0.01. **B** H&E and IHC staining for alpha-smooth muscle actin (aSMA), and picrosirius red (PSR) staining in *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (FL) mice at 7 days after completion of 10-week CCl_4_ chronic regeneration regime. Scale bars 10 μm. Images representative of *N* = 10 WT and *N* = 8 FL mice for H&E, *N* = 4 WT and *N* = 5 FL mice for aSMA, and *N* = 7 mice/group for PSR. **C** Quantification of IHC staining for aSMA in *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (FL) mice from (B) at either 7 days after completion of 10-week CCl_4_ chronic regeneration regime (chronic) or in untreated age-matched mice (control). *N* = 5 control mice/genotype, *N* = 4 WT and *N* = 5 FL chronic mice. Data presented as mean ± SEM and analysed using two-way ANOVA with Holm–Sidak’s multiple comparisons test and multiplicity-adjusted *p* values. **p < 0.01. **D** Quantification of staining for picrosirius red (PSR) in *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (FL) mice as in (**C**). *N* = 4 control mice/genotype and *N* = 7 chronic CCl_4_ mice/genotype. Data presented as mean ± SEM and analysed using two-way ANOVA with Holm–Sidak’s multiple comparisons test and multiplicity-adjusted *p* values. **p < 0.01, ***p < 0.001, ****p < 0.0001. Images (**E**) and quantification (**F**) of IHC staining MDA, CYP2A5, and gH2AX in *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (FL) mice at 7 days after completion of 10-week CCl_4_ chronic regeneration regime as in (**C**). Scale bars 20 μm. *N* = 4 mice/group for MDA, *N* = 7 mice/group for CYP2A5, and *N* = 9 mice/group for gH2AX. Data presented as mean ± SEM and analysed using two-tailed *t*-tests and the Sidak–Bonferroni method to account for multiplicity of tests. **p < 0.01, ****p < 0.0001. **G** Plasma ALT and AST activity (mU/mL) in *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (FL) mice at 7 days after completion of 10-week CCl_4_ chronic regeneration regime. *N* = 7 mice/group. Each data point represents the mean from technical duplicates per mouse. Data presented as mean ± SEM and analysed using two-tailed *t*-tests and the Sidak–Bonferroni method to account for multiplicity of tests. ***p < 0.001.

In wild-type mice, it can take up to 2 years for HCC to arise from chronic CCl_4_ treatment [58]. Consistent with this, few *Albumin-Cre; p53*^*WT/WT*^ mice (3/14) reached clinical endpoint within 550 days after initial CCl_4_ treatment in our experimental cohorts (Fig. 4A). In contrast, *Albumin-Cre; p53*^*FL/FL*^ mice exhibited accelerated and highly penetrant development of liver tumours in this timeframe (9/9 mice, median survival 380 days after first CCl_4_ treatment) (Fig. 4A). Most mice of both genotypes (2/3 *Albumin-Cre; p53*^*WT/WT*^ mice and 5/9 *Albumin-Cre; p53*^*FL/FL*^ mice) reaching clinical endpoint exhibited large tumour lesions but also retained non-tumour (normal-like) tissue (Fig. S3B). These regions were sampled as ‘tumour’ and ‘non-tumour’ tissue for subsequent analyses. At the experiment endpoint (550 days after initial treatment), most CCl_4_-treated *Albumin-Cre; p53*^*WT/WT*^ mice (11/14), all untreated *Albumin-Cre; p53*^*WT/WT*^ mice (10/10), and most untreated *Albumin-Cre; p53*^*FL/FL*^ mice (13/14) remained alive.

**Fig. 4:**
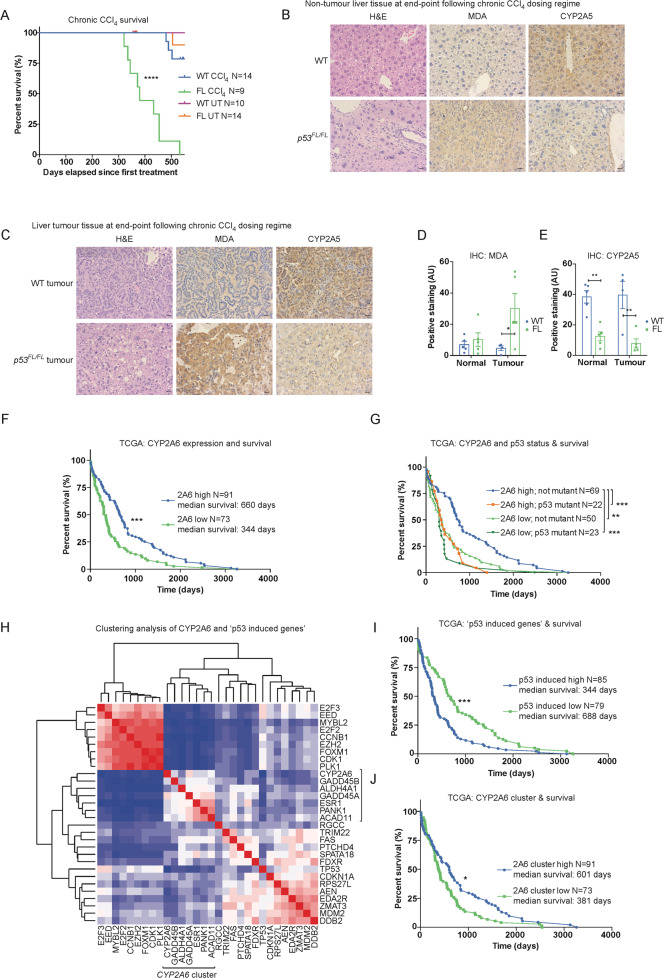
Liver p53 controls ROS, maintains expression of CYP2A5, and limits tumourigenesis following CCl4-mediated chronic regeneration. **A** Survival curve comparing *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (FL) mice that were either untreated (UT) or administered the 10-week CCl_4_ chronic regeneration regime and aged until either reaching clinical endpoint or 550 days after initiation of treatment. Data presented as time (days) since initial CCl_4_ injection. *N* = 10 WT and *N* = 14 FL untreated mice, *N* = 14 WT and *N* = 9 FL chronic CCl_4_-treated mice. Of these, 0/10 WT and 1/14 FL UT mice and 3/14 WT and 9/9 FL CCl_4_-treated mice reached clinical endpoint within 550 days. All WT tumour mice (3/3) and the majority of FL endpoint tumour mice (5/9) exhibited focal tumour lesions along with substantial non-tumour (normal-like) tissue. These regions were sampled as ‘tumour’ and ‘non-tumour’ tissue for subsequent analyses. Within these cohorts, *N* = 4 WT and *N* = 4 FL untreated mice were examined at ~365 days and confirmed to be tumour free. Data analysed using Log-rank (Mantel–Cox) test. ****p < 0.0001. H&E and IHC staining for MDA and CYP2A5 in non-tumour liver tissue (**B**) and tumour tissue (**C**) from *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (p53^FL/FL^) mice at clinical endpoint or 550 days post-treatment initiation after prior completion of 10-week CCl_4_ chronic regeneration regime. Scale bars 20 μm. Images representative of *N* = 5 mice/group except *N* = 4 WT tumours (2 from mice at clinical endpoint and 2 small focal tumours identified at experiment endpoint). Additional tumour images included in Supplemental Fig. 3B to illustrate staining from the diversity of tumours observed in the model. Quantification of IHC staining for MDA (**D**) and CYP2A5 (**E**) in *Albumin-Cre; p53*^*WT/WT*^ (WT) and *Albumin-Cre; p53*^*FL/FL*^ (FL) mice from (**B/C**). Data presented as mean ± SEM and analysed using two-way ANOVA with Holm–Sidak’s multiple comparisons test and multiplicity-adjusted *p* values. *p < 0.05, **p < 0.01. **F** Survival curve comparing HCC patients in the TCGA-LIHC dataset with high vs. low expression of *CYP2A6* (2A6) on the basis of median survival. *N* = 91 *CYP2A6* high and *N* = 73 *CYP2A6* low patients. Data analysed using the Log-rank (Mantel–Cox) test. ***p < 0.001. **G** Survival curve comparing HCC patients in the TCGA-LIHC dataset on the basis of *TP53* status (loss or mutation of p53 (mutant) vs. WT *TP53* (not mutant)) and further breakdown of high vs. low expression of *CYP2A6* (2A6) on the basis of median survival. *N* = 69 2A6 high, not mutant, *N* = 22 2A6 high, *TP53* mutant, *N* = 50 2A6 low, not mutant, and *N* = 23 2A6 low, *TP53* mutant. Data analysed using the Log-rank (Mantel-Cox) test. **p < 0.01, ***p < 0.001. **H** Clustering analysis of expression of *CYP2A6* related to the previously identified 20 gene ‘p53-Induced Gene Target Expression Signature’ [14] using the TCGA-LIHC dataset. *CYP2A6*-associated cluster as indicated. For further information, see materials and methods. **I** Survival curve comparing HCC patients in the TCGA-LIHC dataset on the basis of high vs. low expression of the ‘p53-Induced Gene Target Expression Signature’ [14]. *N* = 85/79 patients in the high and low groups. This analysis is independent of patient p53 status and includes all data in the TCGA-LIHC dataset. Data analysed using the Log-rank (Mantel–Cox) test. ***p < 0.001. **J** Survival curve comparing HCC patients in the TCGA-LIHC on the basis of high vs. low expression of the subset of genes within the ‘p53-Induced Gene Target Expression signature’ that clustered with *CYP2A6* expression in (**H**). *N* = 91/73 patients in the high and low groups. Data analysed using the Log-rank (Mantel–Cox) test. *p < 0.05.

Non-tumour liver tissue from *Albumin-Cre; p53*^*FL/FL*^ mice retained the molecular features observed at the conclusion of the CCl_4_ treatment regime, including prominent hypertrophy in remaining normal hepatocytes (Fig. 4B) and significantly reduced CYP2A5 expression (Fig. 4B, E). Analysis of tumours from *Albumin*-*Cre*; *p53*^*WT/WT*^ mice (2 from mice at clinical endpoint and 2 small focal tumours identified at experiment endpoint) revealed that expression of CYP2A5 was elevated and MDA staining was low compared to tumours arising in *Albumin-Cre; p53*^*FL/FL*^ mice (Fig. 4C–E and Fig. S3C). These results confirmed that the disparate features of regeneration in *Albumin-Cre; p53*^*FL/FL*^ mice—namely elevated ROS, persistent liver damage, and decreased CYP2A5 expression—continued during tumourigenesis.

The p53-mediated expression of *BBC3/PUMA* has been shown to promote a pro-cancer metabolic switch in human HCC, correlating with poor prognosis in patients [46]. However, we did not observe differential expression of murine *Bbc3* in endpoint HCC tumours arising in *Albumin-Cre; p53*^*WT/WT*^ mice after chronic CCl_4_ treatment compared with those in *Albumin-Cre; p53*^*FL/FL*^ mice (Fig. S3D). Expression of *Cdkn1a/p21*, in contrast, was elevated in the tumours of *Albumin-Cre; p53*^*WT/WT*^ mice (Fig. S3D). These findings suggest that in murine HCC arising from chronic CCl_4_ treatment the p53-PUMA mediated metabolic switch [46] is not a defining feature of *p53* WT HCC.

### *CYP2A6* expression is prognostically favourable and clusters with a subset of p53-induced genes that correlate with increased survival in human HCC

Given the strength of the association between increased survival, retention of p53, and expression of CYP2A5 in the murine CCl_4_ chronic regeneration model, we examined whether high expression of *CYP2A6* correlated with increased survival in human HCC patients. Utilising the HCC dataset available through the cancer-genome atlas (TCGA-LIHC dataset [59]), we confirmed that high expression of *CYP2A6* was associated with significantly greater median survival in HCC (Fig. 4F). In addition, by stratifying the TCGA dataset between patients with disrupted *TP53* (mutation or loss) and those with WT *TP53*, we further determined that high expression of *CYP2A6* and retention of WT *TP53* coincided with increased survival compared with all other combinations of tumours harbouring low expression of *CYP2A6* and/or loss of WT *TP53* (Fig. 4G).

Previous work utilising TCGA data has focused on the genomic determinants of human HCC [14]. In these analyses, the authors’ identified a ‘p53-induced gene target expression signature’ as part of an aim to improve the clustering of HCC based on molecular and biological attributes [14]. Using the TCGA-LIHC dataset, we examined the relationship between these 20 identified p53-induced genes and *CYP2A6* expression and found that *CYP2A6* expression clustered with a subset of the p53-induced genes including *GADD45B*, *ALDH4A1, GADD45A*, *ESR1*, *PANK1*, and *ACAD11* (Fig. 4H). Interestingly, although high expression of the full p53-induced gene target expression signature correlated with significantly reduced median survival in the TCGA-LIHC dataset (Fig. 4I), we found that high expression of the *CYP2A6*-associated gene cluster instead correlated with improved median survival (Fig. 4J). Taken together, these observations are consistent with a role for p53 and CYP2A6 in limiting liver cancer.

## Discussion

Tissue regeneration recapitulates many features of tumourigenesis, including potent activation of proliferative signalling pathways, changes to cellular metabolism, and rapid cell growth [60]. With this overlap in mind, we have examined the function of the canonical tumour suppressor protein p53 during regeneration. Using the liver as a model system, we have interrogated non-tumour roles for p53 activity during both the acute and chronic responses to the liver toxin and carcinogen CCl_4._ We identified p53-mediated redox control and induction of CYP2A5/CYP2A6 as important features of the hepatic p53 response both in vivo and in human liver cancer cell lines in vitro.

Our findings suggest that a p53 programme is active during the priming phase of acute CCl_4_-mediated regeneration that includes induction of *Cyp2a5*, a cytochrome P450 enzyme that can be induced to control ROS in the liver [42, 43, 61]. In *TP53* WT human HCC cell lines in vitro, we show that *CYP2A6*, the human orthologue to murine *Cyp2a5*, is similarly engaged in a p53-dependent manner in response to CCl_4_ or Nutlin treatment, as well as in response to treatment with a ROS-inducing agent, cumene hydroperoxide. In treated cells, the loss of *CYP2A6* exacerbates redox stress, confirming the role of *CYP2A6* in supporting ROS control. Consistent with this observation, we show that p53 acts to limit the propagation of CCl_4_-mediated damage by controlling resulting ROS. These ROS-control activities, likely alongside additional functions of p53, promote rapid regeneration and restoration of normal liver function that is delayed in the absence of liver p53.

Our results are somewhat at odds with a previous report where *Cyp2a5* was not shown to play a significant role in the hepatic response to CCl_4_ toxicity [62]. However, this study examined CYP2A5 activity only at 24 h after administration of a significantly smaller dose of CCl_4_ to initiate acute regeneration—leading to markedly less liver damage than observed in our model. This discrepancy raises the interesting possibility that p53 activation may require a threshold of liver damage, ROS, or other stimuli to be sufficiently engaged. Given that DNA damage occurs during CCl_4_ toxicity, the severity of induced DNA damage may play a role, and future work examining this prospect could clarify the activating signals that direct p53 during liver regeneration.

During the repeated damage of CCl_4_-mediated chronic liver regeneration, we found that the paradigms identified in acute regeneration persist. The presence of hepatic p53 does not limit, but rather leads to a slight increase in fibrosis in our model. Nevertheless, as in acute regeneration, p53 continues to engage CYP2A5, restrict lipid peroxidation, and maintain liver architecture and function. These protective actions are blunted in livers that lack p53, leading to pervasive hepatocyte hypertrophy, chronically increased ROS, unresolved DNA damage, and ultimately to mortality from liver cancer. Thus, in our system, increased fibrosis is not required for increased tumourigenesis. Further work is warranted to more carefully examine the relationship between fibrosis, p53 signalling, and liver tumourigenesis.

Our findings generalise to human HCC, where high expression of *CYP2A6* correlates with increased median survival, as well as increased survival in the subset of patients that retain WT *TP53* and maintain high expression of *CYP2A6*. These results suggest that increased *CYP2A6* expression is an important component of p53’s tumour-suppressive function. Even so, our results also suggest that elevated *CYP2A6* alone is not sufficient to substitute for p53 activity in limiting liver tumorigenesis, consistent with the diverse repertoire of p53 tumour-suppressive activities in the cell. We have further distinguished a group of six genes previously reported as part of a p53-induced gene signature in human HCC [14] whose expression clusters with *CYP2A6* and together account for improved median survival—in contrast with the poor prognosis associated with high expression of the entire gene set.

Focusing on this point, we were surprised that high expression of the whole p53 gene signature significantly reduced median patient survival. However, it has been shown that p53 can help to protect cancer cells from nutrient starvation [63, 64], reduce cell death from ferroptosis [65, 66], and enhance redox control to limit ROS [67, 68]. In addition, common tumour-derived p53 mutants have been found to retain aspects of WT p53 function that promote adaptation to metabolic stress [69, 70]. With these findings in mind, and considering that ‘pro-tumourigenic’ p53 is an established paradigm in skin carcinogenesis [71–73], it is conceivable that aspects of p53 function can also enhance tumourigenesis in the liver. Future work investigating this possibility is warranted.

In humans, expression of *CYP2A6* and of various *CYP2A6* polymorphisms have been linked to higher rates pancreatic and colorectal cancer but to mostly reduced rates of lung and oesophageal cancer [74–78]. These findings suggest tissue, and potentially carcinogen-specific, functions for *CYP2A6* in limiting or promoting tumourigenesis. In the liver, our findings suggest that expression of *CYP2A6* is beneficial. One method to infer CYP2A6 activity non-invasively is through the analysis of CYP2A6-derived urinary metabolites of caffeine [74, 75]. Increased consumption of coffee reduces the risk of developing HCC [79]. As such, it would be interesting to examine whether caffeine consumption promotes *CYP2A6* expression. If so, this pathway could account for some of the protective features of coffee consumption against HCC. Future work examining this relationship, as well as whether CYP2A6 activity in HCC patients has prognostic or stratification value, is warranted.

Taken together, our results underscore the importance of p53 for maintaining liver function following damage. Interestingly, in contrast to previous models showing that the tumour suppressor function of p53 is a reflection of its ability to drive the elimination of damaged cells [80], our work shows that the repair and survival activities of p53 can also suppress the development of HCC.

## Materials and methods

### Mice

Procedures involving mice were performed under Home Office licence numbers 70/8645, PP6345023, and 70/8891. Experiments were conducted in accordance with the Animals (Scientific Procedures) Act 1986 and the EU Directive 2010 and sanctioned by Local Ethical Review Process (University of Glasgow). Mice were housed on a 12-h light/12-h dark cycle and provided with normal chow diet and water *ad libitum*. Mice were genotyped by Transnetyx (Cordova, TN).

*p53*^FL/FL^ (*Trp53*^tm1Brn^), *Albumin*-*Cre* (*Speer6-ps1*^Tg(Alb-cre)21Mgn^), and *Mdm2*^*Ex5/6Δ*^ *(Mdm2*^*tm2.1Glo*^*)* mice were described previously [47, 81, 82].

For acute CCl_4_-mediated liver regeneration, mice were treated as previously described [53, 83]. In brief, young male *Albumin*-*Cre*; *p53*^*WT/WT*^ and *Albumin-Cre; p53*^*FL/FL*^ mice (approx. 70 days old) were given CCl_4_ (1 mL/kg from stock solution of 20% CCl_4_ v/v in corn oil) (Sigma cat# 289116 and C8267) via a single intraperitoneal (IP) injection administered in the morning. Mice receiving NAC-supplemented drinking water were provided with 30 mM NAC (Sigma cat# A7250) in water ad libitum for 72 h prior to treatment with CCl_4_ and throughout the recovery period after treatment.

For chronic CCl_4_-mediated liver regeneration, young male *Albumin*-*Cre*; *p53*^*WT/WT*^ and *Albumin-Cre; p53*^*FL/FL*^ mice (approx. 70 days old) were treated weekly with IP injections of CCl_4_ (1 mL/kg from stock solution of 20% CCl_4_ v/v in corn oil) for 10 consecutive weeks. Separate cohorts of mice were either sampled 7 days after the final injection or monitored until reaching clinical endpoint (or 550 days after the first injection) and sampled at this time.

Cohorts were composed of fully backcrossed C57BL/6J (N10) *Albumin*-Cre; *p53*^*WT/WT*^ and *Albumin-Cre; p53*^*FL/FL*^ male mice. Some mice from both genotypes also contained the *Rosa26*^*LSL-tdRFP*^ (Gt(ROSA)26Sor^tm1Hjf^) reporter allele [84], which did not affect the response to CCl_4_ treatment. The experimental unit in all of our analyses was the individual mouse. No statistical test was performed to predetermine sample size. Initial pilot studies suggested a strong effect of liver *p53* status on the response to CCl_4_ treatment 24–72 h after administration, and subsequent experiments were performed using sample sizes based on standard protocols in the field. No animals were excluded from analysis. Within each experiment, mice were age and littermate matched as much as possible, and all treated at the same time. Downstream analyses were performed on a random order of samples blinded to the genotype and treatment regime until the summation of results.

For *Mdm2*^*Ex5/6Δ*^ RNA-seq experiments, mice homozygous for the *Mdm2*^*tm2.1Glo*^ allele were bred on a mixed background. 8–12 week old male mice were injected with either AAV8.TBG.PI.Cre.rBG (Addgene, 107787-AAV8) or AAV8.TBG.PI.Null.bGH (Addgene, 105536-AAV8) at a dose of 2 × 10^11^ genetic copies/mouse, as described previously [23]. Male mice of the same age and genotype, but without AAV injection, served as baseline controls (Untreated/uninduced controls). All mice were euthanized at 48 h post-AAV injection via CO_2_ inhalation.

### Recombination PCR

For recombination PCR, liver DNA from *Albumin*-*Cre*; *p53*^*WT/WT*^ mice (WT) and liver and kidney DNA from *Albumin*-*Cre*; *p53*^*FL/FL*^ (*p53*^*FL/FL*^) adult mice were isolated as previously described [85]. DNA was amplified using KOD Hot Start Master Mix (Merck Millipore cat# 71842) according to standard protocols. PCR primers were previously described [86].

### Liver function assays (ALT/AST)

ALT and AST activity were determined in EDTA-treated plasma using the Alanine Transaminase Activity Assay Kit (ab105134) and the Aspartate Aminotransferase Activity Assay Kit (ab138878) from Abcam. Both assays were performed following the manufacturer’s recommendations. Samples were run together, analysed in duplicate wells per mouse sample, and the mean value of these technical replicates was used for subsequent analysis.

### Immunohistochemistry (IHC) and special staining

Staining for oil-red-O was performed on 10 μm frozen sections that were first fixed for 5 min in 10% neutral buffered formalin (Solmedia), rinsed in tap water, and then briefly rinsed in 60% isopropanol (Fisher Chemicals). Slides were stained in freshly prepared and filtered oil-red-O staining solution (0.5% w/v oil-red-o (Merck Life Science, UK) in isopropanol (Fisher Chemicals)) for 15 min with agitation. Slides were subsequently blotted, rinsed with 60% isopropanol and then water, before application of Mayers Haematoxylin (Sigma Aldrich) to stain the nuclei. Stained slides were first sealed using Aqueous mountant (Dako) and left overnight before being coverslipped using DPX mountant (CellPath, UK).

Staining for PSR was performed on 4 μm formalin-fixed paraffin-embedded sections that were de-waxed and rehydrated through xylene and a graded ethanol series. Rehydrated slides were stained for 2 h in PSR staining solution (equal volumes of 0.1% Direct red 80 (Sigma Aldrich) and 0.1% Fast green (Raymond A Lamb) (both in distilled water) combined in a 1:9 dilution with aqueous Picric acid solution (VWR)), rinsed in tap water, and dehydrated through a graded ethanol series and xylene before being coverslipped using DPX mountant (CellPath, UK).

Manual and automated IHC staining were performed as previously described [69, 85] with the reagents and staining platform used for each antibody as noted in the accompanying reagent and antibody information tables (Supplementary Tables 1 and 2).

### Analysis of IHC images

The analysis of IHC staining in CCl_4_ experiments, and for CYP2A5 IHC staining in *Mdm2*^*Ex5/6Δ*^ mice, was performed as previously described [69, 85].

For the analysis of IHC staining for p53 and p21 in *Mdm2*^*Ex5/6Δ*^ mice, a Leica Aperio AT2 slide scanner (Leica Microsystems, UK) was used to scan stained sections at 20× magnification. Histological scoring was performed using HALO image analysis software (V3.1.1076.363, Indica Labs).

### Quantification of liver damage

A minimum of five random non-overlapping 4× magnification fields were taken from each H&E stained slide using an Olympus BX51 microscope with Zen Blue software (Zeiss). From these images, damage was manually traced and the total damaged area per slide was calculated using imageJ software.

### Cell culture

HepG2 (HB-8065) and SK-Hep-1 (HTB-52) cells were obtained from ATCC but were not authenticated. Mycoplasma testing was performed when cells were thawed and semi-regularly thereafter using the MycoAlert Mycoplasma Detection Kit (Lonza LT07-318). Independent experiments were performed on cells treated with siRNA and compounds from separate passages of each cell line. Stock flasks were maintained in DMEM glucose, glutamine, and phenol red-free medium (Gibco, A1443001) supplemented with 4 mM glucose (Sigma cat# 49163), 1 mM pyruvate (Gibco cat# 11360088), 1 mM l-Glutamine (Gibco cat# 25030032), penicillin/streptomycin (Gibco cat# 15070063), Gentamycin (Gibco cat# 15750037), and 10% FBS (Gibco cat# 10091148). Cells were cultured at 37 °C in a humidified atmosphere of 5% CO_2_.

Cells were treated with 10 μM Nutlin-3a (Nutlin) (Sigma cat# SML0580) dissolved in DMSO, 4 mM CCl_4_ (Sigma cat# 289116) dissolved in DMSO, 10 μM cumene hydroperoxide (Thermo Fisher Scientific cat# C10445) dissolved in DMSO, or DMSO as vehicle control. For in vitro experiments, CCl_4_ was prepared by first combining an 80/20 (v/v) mixture of CCl_4_ and DMSO with media to make a 100× stock. The stock was then sonicated for 5 min to disperse the CCl_4_ mixture and the resulting solution was added to cells.

### Transfection with siRNA

Studies utilising siRNA knockdown were performed as previously described [69], with siGENOME SMARTpool siRNA constructs (Horizon) used for the non-targeting siRNA control pool (D-001206-13-05) and to target *P53* (M-003329-03-0005) and *CYP2A6* (M-008781-02-0005). Constructs were used to transfect cell lines at 20 nM concentration using the Lullaby siRNA transfection reagent and the manufacturer’s recommended reverse transfection procedure (OZ Biosciences).

### Flow cytometry

HepG2 and SK-Hep-1 cells were analysed for cellular ROS levels as previously described [69]. Data were analysed using FlowJo X 10.0.7r2 (FlowJo, LLC) and median fluorescence intensity values were obtained and compared across samples.

### RNA-seq

Liver samples were isolated and preserved in Allprotect tissue reagent (Qiagen cat# 76405) (CCl_4_ samples) or snap frozen on dry ice and stored at −80 °C until RNA extraction (*Mdm2*^*Ex5/6Δ*^ samples). To isolate RNA, tissue was homogenised using a Precellys tissue homogeniser (Bertin Instruments) and RNA was extracted using the RNeasy Plus Universal mini kit (Qiagen cat# 73404) (CCl_4_ samples) or the RNeasy mini kit (Qiagen cat# 74104) (*Mdm2*^*Ex5/6Δ*^ samples), all according to the manufacturers’ recommendations. The quality of the purified RNA was tested on an Agilent 2200 Tapestation using RNA screentape (Agilent). Libraries for cluster generation and DNA sequencing were prepared as previously described using an Illumina TruSeq Stranded mRNA LT Kit (CCl4 samples) or an Illumina TruSeq Stranded mRNA HT Kit (*Mdm2*^*Ex5/6Δ*^ samples) [87]. The quality and quantity of the DNA libraries was assessed on an Agilent 2200 Tapestation (D1000 screentape) and Qubit (Thermo Fisher Scientific), respectively. The libraries were run on the Illumina Next Seq 500 using the High Output 75 cycles kit (2 × 36 cycles, paired-end reads, single index for CCl_4_ samples and 2 × 36 cycles, paired-end reads, dual index for *Mdm2*^*Ex5/6Δ*^ samples).

### Analyses of RNA-seq expression data

For CCl_4_ RNA-seq, Fastq files were generated from the sequencer output using Illumina’s bcl2fastq (version 2.15.0.4) and quality checks on the raw data were done using FastQC (version 0.10.1) [88] and FastQ Screen (version 0.4.2) [89]. Alignment of the RNA-Seq paired-end reads was to the GRCh38.75 [90] version of the mouse genome and annotation using Tophat (version 2.0.13) with Bowtie (version 2.2.6.0) [91]. Expression levels were determined and statistically analysed by a workflow combining HTSeq (version 2.2.4.0) [92], the R environment (version 3.4.2) [93], and packages from the Bioconductor data analysis suite [94]. Differential gene expression analysis was based on the negative binomial distribution using the DESeq2 package [95]. “Heatmap.2” function of gplots package [96] was used for hierarchical clustering of significant hits.

For *Mdm2*^*Ex5/6Δ*^ RNA-seq, quality checks and trimming on the raw RNA-Seq data files were done using FastQC (version 0.11.7) [88], FastP [97] and FastQ Screen (version 0.12.0) [89]. RNA-Seq paired-end reads were aligned to the GRCh38.92 [90] version of the mouse genome and annotated using HiSat2 version 2.1.0 [98]. Expression levels were determined and statistically analysed by a combination of HTSeq version 0.9.1 [92] and the R environment version 3.4 [93], utilising packages from the Bioconductor data analysis suite [94] and differential gene expression analysis based on the negative binomial distribution using the DESeq2 package version 1.18.1 [95].

### TCGA analysis

Survival, mutation and expression data were obtained via cBioPortal [99, 100]. The results here are in whole or part based upon data generated by the TCGA Research Network (http://cancergenome.nih.gov/), using the TCGA-LIHC dataset [59].

The optimal cut-off point for high or low expression of *CYP2A6* in survival analyses was determined using the “surv_cutpoint” function of survminer package in R (0.4.8) [93, 101]. Overall survival data from patients for each expression group was plotted and analysed using inbuilt tools as indicated in Prism 7 (Graph Pad). Correlations between *CYP2A6* expression and the ‘P53-induced gene target expression signature’ [14] were assessed using the “cor” function from base R [93]. Then, the resulting heatmap was plotted using the function “corrplot” from the corrplot package (Version 0.84) to plot heatmaps [102].

### Quantitative RT-PCR

For qPCR analysis of mouse tissue, liver samples were isolated and preserved in Allprotect tissue reagent (Qiagen cat# 76405). RNA was extracted as previously described [85]. cDNA was synthesised using the high capacity RNA-to-cDNA kit (Thermo Fisher Scientific cat# 4387406) and qPCR reactions were performed on a QuantStudio 5 real-time PCR system (Thermo Fisher Scientific) using Taqman FAST advanced master mix and Taqman gene expression assays (all Thermo Scientific) according to the manufacturer’s recommendations and using the assays listed in Supplemental Table 3. Gene expression was quantified relative to the housekeeping gene *Beta-glucuronidase* according to the comparative ΔΔCt method.

For qPCR analysis of human cell lines, RNA was extracted from HepG2 and SK-Hep-1 cells using the RNeasy mini kit (Qiagen cat# 74104) according to the manufacturer’s recommendations, omitting the optional additional DNase treatment step. cDNA synthesis and qPCR reactions were performed as for mouse tissue samples described above. Gene expression in human cell lines was quantified relative to the housekeeping gene *ACTIN* according to the comparative ΔΔCt method.

### Data plotting and statistical analysis

Data were plotted using Prism 7 (Graph Pad). The statistical analysis for each experiment was performed using the test indicated in the relevant figure legend and multiplicity-adjusted *p* values using the built-in analysis tools of Prism 7. Statistical tests were chosen based on the nature of the comparison being made and the corresponding standard tests utilised in the field. Underlying assumptions for these tests, including sample independence, variance equality, and normality were assumed to be met although not explicitly examined. Figures were prepared using Illustrator (Adobe). Unless otherwise indicated, data are represented as mean ± standard error of the mean (SEM) for error bars. Asterisks denote *p* value as follows: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Supplementary information

Supplemental Material

## Data Availability

The data that support the findings of this study are available from the corresponding authors upon reasonable request. RNA-seq data discussed in this paper have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE183053 and GSE183082.

# Supplementary material for: p53-mediated redox control promotes liver regeneration and maintains liver function in response to CCl4
**Source:** Cell Death Differ. 2021 Oct 9;29(3):514–26. doi: 10.1038/s41418-021-00871-3
**Supplement:** Supplementary file 1 — Supplemental Material

## **Supplemental Materials List**

### **Supplemental Figures (S1-S3)**

### **Supplemental Tables**

Supplemental Table 1: IHC and staining reagents

Supplemental Table 2: Primary antibodies used in IHC

Supplemental Table 3: Quantitative RT-PCR primers

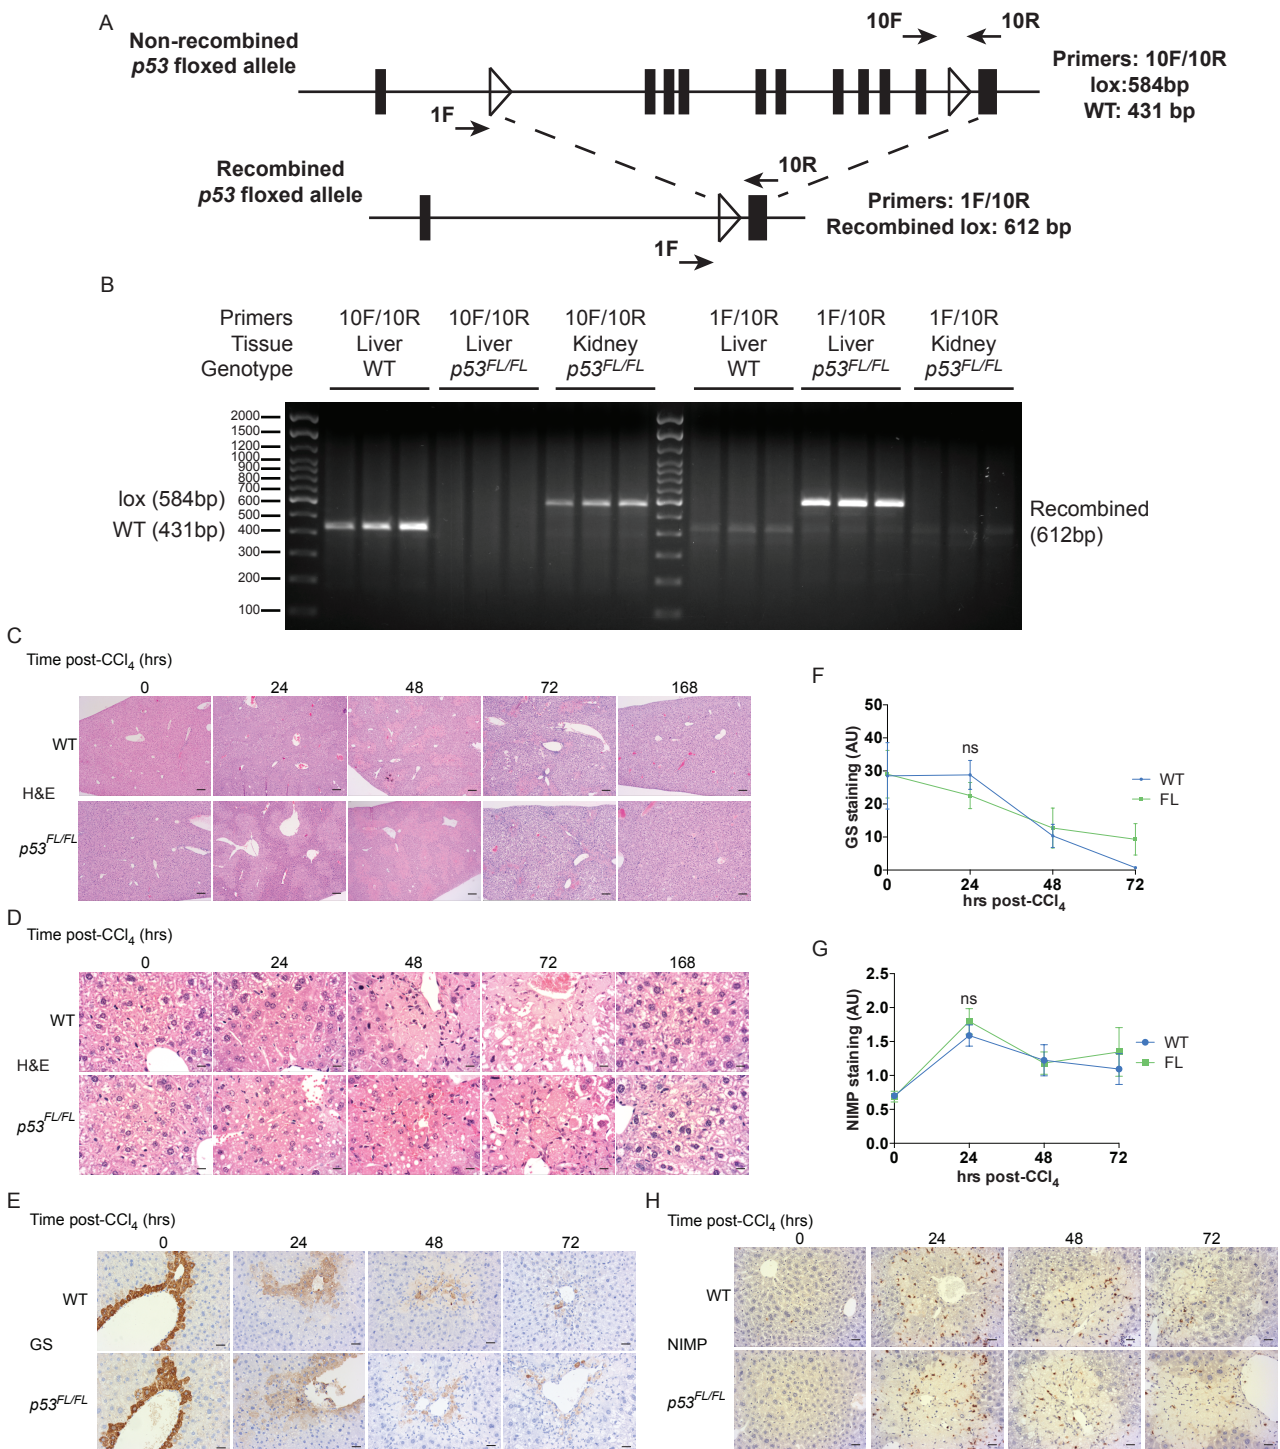

A. Schematic of *p53* floxed allele including *loxP* sites (open triangles) and primers used to detect the non-recombined and recombined alleles (arrows).

B. PCR to assess recombination of *p53* floxed allele in the liver of *Albumin-Cre*; *p53<sup>WT/WT</sup>* mice (WT) and the liver and kidney of *Albumin-Cre*; *p53<sup>FL/FL</sup>* (*p53<sup>FL/FL</sup>*) adult mice. Expected bands for WT (431 bp) and non-recombined *p53* floxed allele (584 bp) using the 10F and 10R primers, and recombined (612 bp) *p53* floxed allele using the 1F and 10R primers as shown. PCR reaction run for 35 cycles for all samples. N= 3 mice/group (liver and kidney samples are from the same *p53<sup>FL/FL</sup>* mice).

C/D. Representative H&E images of livers from *Albumin-Cre*; *p53<sup>WT/WT</sup>* mice (WT) and *Albumin-Cre*; *p53<sup>FL/FL</sup>* (*p53<sup>FL/FL</sup>*) mice at indicated times (hours) following CCl<sub>4</sub> treatment at lower (C) and higher (D) magnification. Images reproduced in Figure 1 A with annotation of damaged areas. Scale bars 100µm in (C) and 10µm in (D).

E/F. IHC staining (E) and quantification (F) for Glutamine Synthetase (GS) in *Albumin-Cre*; *p53<sup>WT/WT</sup>* mice (WT) and *Albumin-Cre*; *p53<sup>FL/FL</sup>* (*p53<sup>FL/FL</sup>*) mice at indicated times (hours) following CCl<sub>4</sub> treatment. Images focused on central vein regions. Scale bars 20µm. N=4 mice/group at 0 hrs and 24 hrs, N=5 mice/group at 48 and 72 hrs. Data presented as mean  $\pm$  SEM and analysed using two-way ANOVA with Holm-Sidak's multiple comparisons test and multiplicity-adjusted p-values. ns: not significant.

G/H. IHC staining (G) and quantification (H) for neutrophils using NIMP antibody in *Albumin-Cre*; *p53<sup>WT/WT</sup>* mice (WT) and *Albumin-Cre*; *p53<sup>FL/FL</sup>* (*p53<sup>FL/FL</sup>*) mice at indicated times (hours) following CCl<sub>4</sub> treatment. Images focused on central vein regions. Scale bars 20µm. N=3 mice/group. Data presented as mean  $\pm$  SEM and analysed using two-way ANOVA with Holm-Sidak's multiple comparisons test and multiplicity-adjusted p-values. ns: not significant.

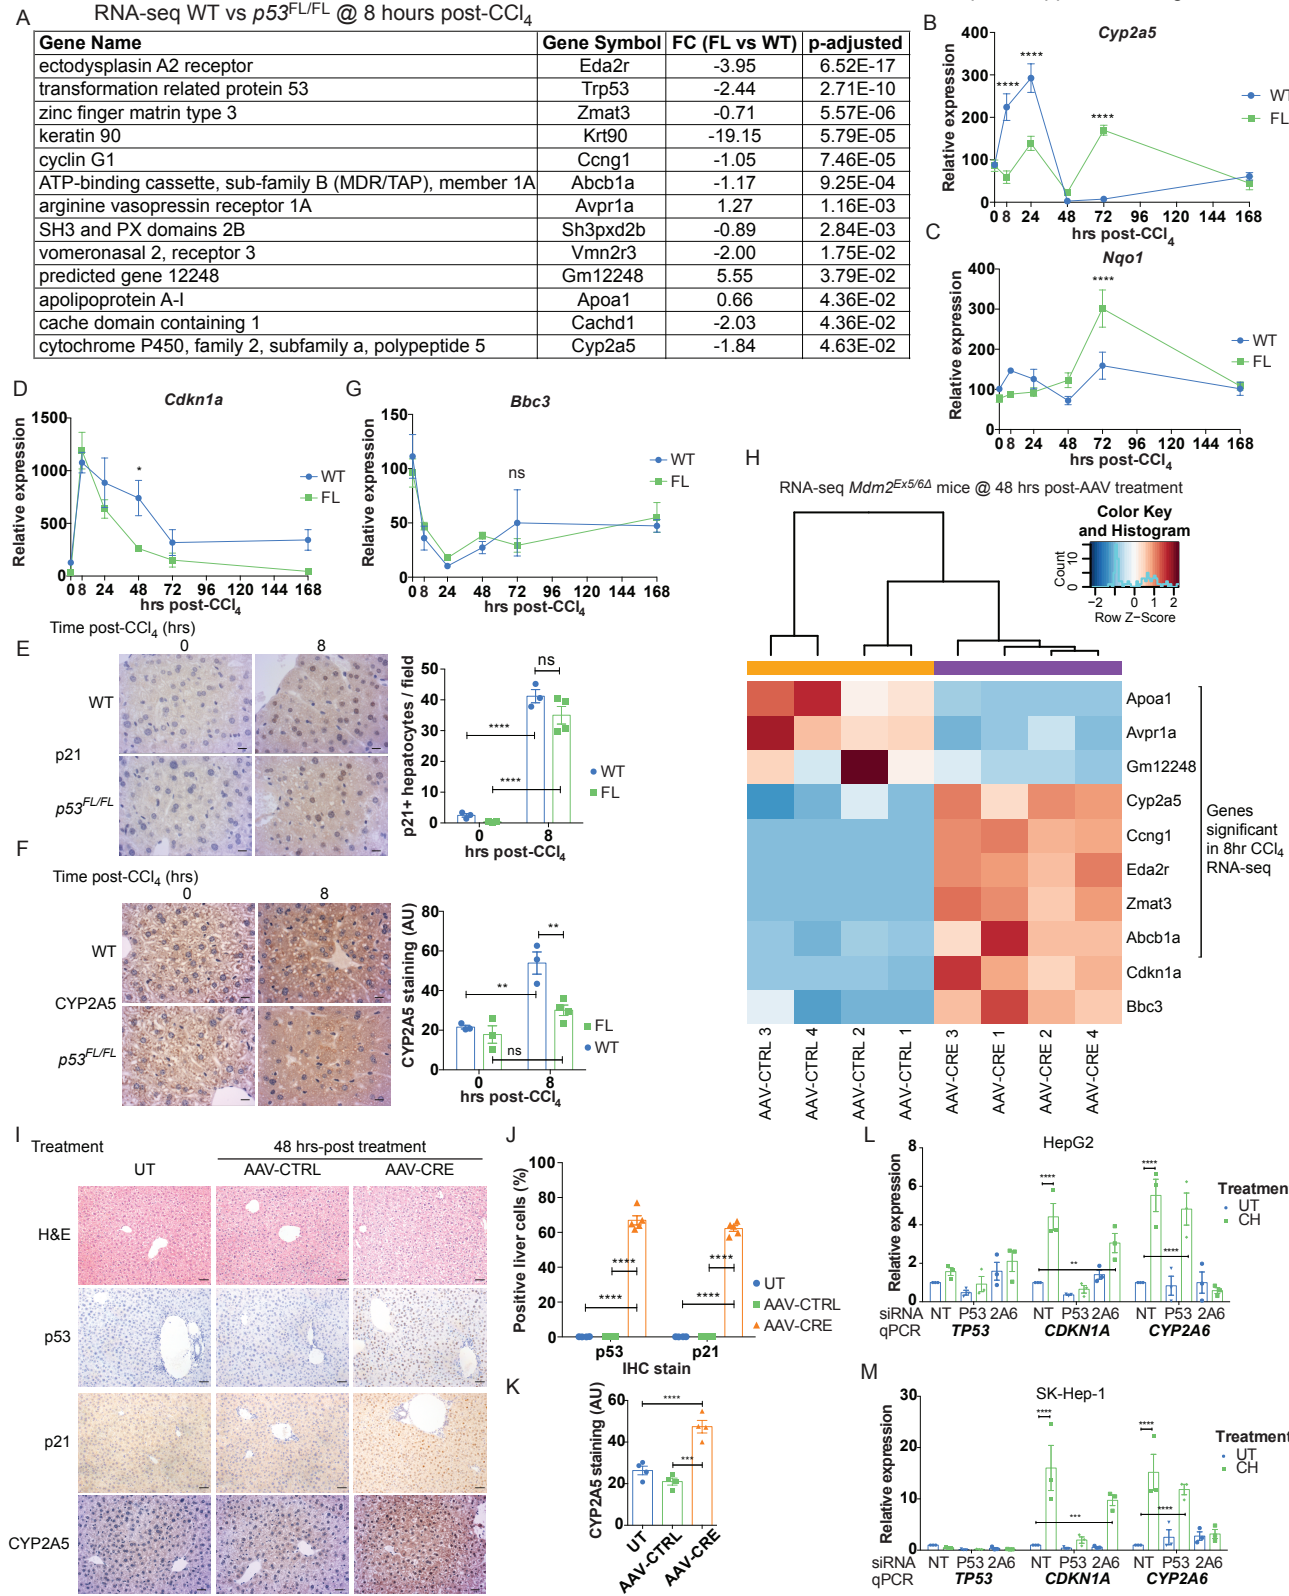

**A.** Gene list depicting all significant differentially expressed genes (adjusted p<0.05) from RNAseq analysis between *Albumin-Cre; p53*<sup>WT/WT</sup> (WT) and *Albumin-Cre; p53*<sup>FL/FL</sup> (*p53*<sup>FL/FL</sup>) mice at 8 hours after CCl<sub>4</sub> treatment. Samples from N=3 WT and N=4 FL mice included in analysis. Positive fold-change values correspond to genes enriched in livers of *Albumin-Cre; p53*<sup>FL/FL</sup> mice vs. *Albumin-Cre; p53*<sup>WT/WT</sup> (WT) mice. For further information, see materials and methods.

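The list in this panel gives each gene with its fold change and adjusted p-value from the authors' DESeq2 test. The normalised counts behind the genes that do not appear in the *Trp53* group follow. Of the 13 genes, 11 had a mean of at least 10 over the livers and were tested, and 9 of these were lower and 2 higher in FL livers. Adjusted over these 11 genes alone, 11 had a limma adjusted p-value under 0.05, against 2 when adjusted over all tested genes; the list holds the paper's own calls on these data, so the first count shows no stability. In 11 of the 13 genes the FL and WT livers did not overlap, the exceptions being *Cachd1* and *Krt90*. *Avpr1a* (chromosome 10 of GRCm38, 122448499 to 122453452) had 430 ± 133 in FL and 177 ± 52.1 in WT livers (SD, n = 4 and n = 3), a log2 fold change of 1.25 (standard error 0.31, unadjusted p = 0.00394 and adjusted p = 0.999 from limma). *Apoa1* (chromosome 9, 46228580 to 46230466) had 186167 ± 30082 in FL and 117369 ± 3519 in WT livers, a log2 fold change of 0.65 (standard error 0.20, adjusted p = 0.999). *Sh3pxd2b* (chromosome 11, 32347820 to 32428173) had 124 ± 19.5 in FL and 229 ± 68.3 in WT livers, a log2 fold change of -0.85 (standard error 0.22, adjusted p = 0.999), and like *Ccng1* it lies on the chromosome of the floxed allele. *Vmn2r3* (chromosome 3, 64257215 to 64289709) had 23.0 ± 5.72 in FL and 91.3 ± 70.7 in WT livers, with 171 of these in WT replicate 2. *Cachd1* (chromosome 4, 100776675 to 101029220) had 35, 33, 105 and 26 in FL replicates 1 to 4 and 84, 443 and 86 in WT replicates 1 to 3. Without WT replicate 2 the log2 fold changes of *Vmn2r3* and *Cachd1* went from -1.69 to -1.096 and from -1.78 to -0.99. *Krt90* (chromosome 15, 101552356 to 101562950) was listed at 0 in every FL liver and at 1, 12 and 0 in WT replicates 1 to 3, so its difference rests on WT replicate 2, and it was too low to be tested. *Gm12248* (chromosome 11, 58063552 to 58093134, 11.5 Mb from *Trp53*) had 16, 11, 15 and 19 normalised counts in the FL livers and 0, 0 and 1 in the WT livers. Against a floor of 3 counts it was at least 5.08-fold higher in FL livers. Its mean was below 10, and with no filter on low values its log2 fold change was 3.67 (standard error 0.42, limma adjusted p = 0.094).

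**Figure D5:**
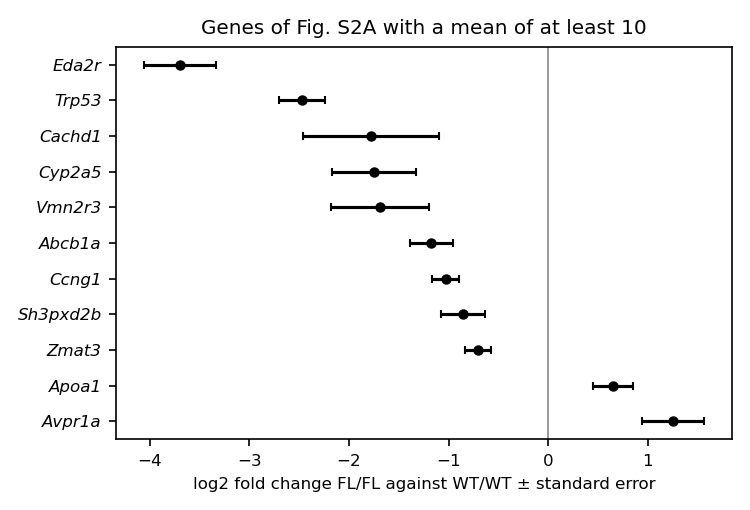
Log2 fold change of FL against WT livers (horizontal axis, log2 units, on the scale of normalised count + 1) for the 11 genes of Fig. S2A that were tested, with bars of 1 standard error from limma. Avpr1a and Apoa1 lie above 0 and the other 9 genes below.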

**B-D.** RT-qPCR analysis of expression of *Cyp2a5*, *Nqo1*, and *Cdkn1a* in liver samples from *Albumin-Cre; p53*<sup>WT/WT</sup> (WT) and *Albumin-Cre; p53*<sup>FL/FL</sup> (*p53*<sup>FL/FL</sup>) mice at indicated times (hours) following CCl<sub>4</sub> treatment. N=7 untreated (0 hrs) mice/group, N=3 mice/group at 8 hrs, N=4 mice/group at 24 hrs, N=4 mice/group at 48 hrs, N=3 mice/group at 72 hrs, N=3 mice/group at 168 hrs. Data presented as mean ± SEM and analysed using two-way ANOVA with Holm-Sidak's multiple comparisons test and multiplicity-adjusted p-values. \*p<0.05, \*\*\*\*p<0.0001.

**E/F.** Representative IHC staining and quantification of p21 positive hepatocytes per field (E) and CYP2A5 staining (F) in high magnification (40X) images of peri-central vein hepatocytes in livers from *Albumin-Cre; p53*<sup>WT/WT</sup> (WT) and *Albumin-Cre; p53*<sup>FL/FL</sup> (*p53*<sup>FL/FL</sup>) mice at 0 (untreated) and 8hrs after CCl<sub>4</sub> treatment. N=3 untreated (0 hrs) mice/group, N=3 WT mice and N=4 FL mice at 8hrs. Scale bars 10μm. Data presented as mean ± SEM and analysed using two-way ANOVA with Holm-Sidak's multiple comparisons test and multiplicity-adjusted p-values. \*\*p<0.01, \*\*\*\*p<0.0001, ns: not significant.

**G.** RT-qPCR analysis of expression of *Bbc3* in samples from (B-D). ns: not significant.

**H.** Clustering analysis of significant differentially expressed genes (adjusted p<0.05) from RNA-seq analysis between *Mdm2*<sup>Ex5/6Δ</sup> mice treated with AAV-TBG-empty control (AAV-CTRL) and AAV-TBG-Cre (AAV-CRE) at 48 hours after injection. Samples from N=4 mice/treatment included in analysis. Positive Z-score values correspond to genes enriched in livers of AAV-CRE treated *Mdm2*<sup>Ex5/6Δ</sup> mice vs. AAV-CTRL treated mice. Significantly differentially expressed genes from CCl<sub>4</sub> RNA-seq (Figure 2C) in brackets and p53 target genes *Cdkn1a* and *Bbc3* shown. For further information, see materials and methods.

**I.** Representative H&E and IHC staining for p53, p21, and CYP2A5 in *Mdm2*<sup>Ex5/6Δ</sup> mice either untreated (UT) or treated with AAV-TBG-empty control (AAV-CTRL) and AAV-TBG-Cre (AAV-CRE) for 48 hours after injection. N=4 mice/group in UT and AAV-CTRL. N=5 mice/group in AAV-CRE (one of these not used for RNA-seq). Scale bars 20μm.

**J/K.** Quantification of p53 and p21 positive hepatocytes (%) (J) from mice in *Mdm2*<sup>Ex5/6Δ</sup> mice from (I) and CYP2A5 stain intensity (K) in *Mdm2*<sup>Ex5/6Δ</sup> mice from (H). Data presented as mean ± SEM and analysed using an ordinary one-way ANOVA with Holm-Sidak's multiple comparisons test and multiplicity-adjusted p-values. \*\*\*\*p<0.0001.

**L/M.** RT-qPCR analysis of expression of *TP53*, *CDKN1A*, and *CYP2A6* relative to *ACTIN* in HepG2 (L) and SK-Hep-1 (M) cells treated with siRNA against *CYP2A6* (2A6) or non-targeting control (NT) 96 hours prior to analysis and additionally treated with either DMSO control (UT) or with cumene hydroperoxide (10μM) (CH) for 24 hours prior to analysis. N=3 independent samples/condition. Data presented as mean ± SEM and analysed using 2-way ANOVA with Holm-Sidak's multiple comparisons test and multiplicity-adjusted p-values. \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

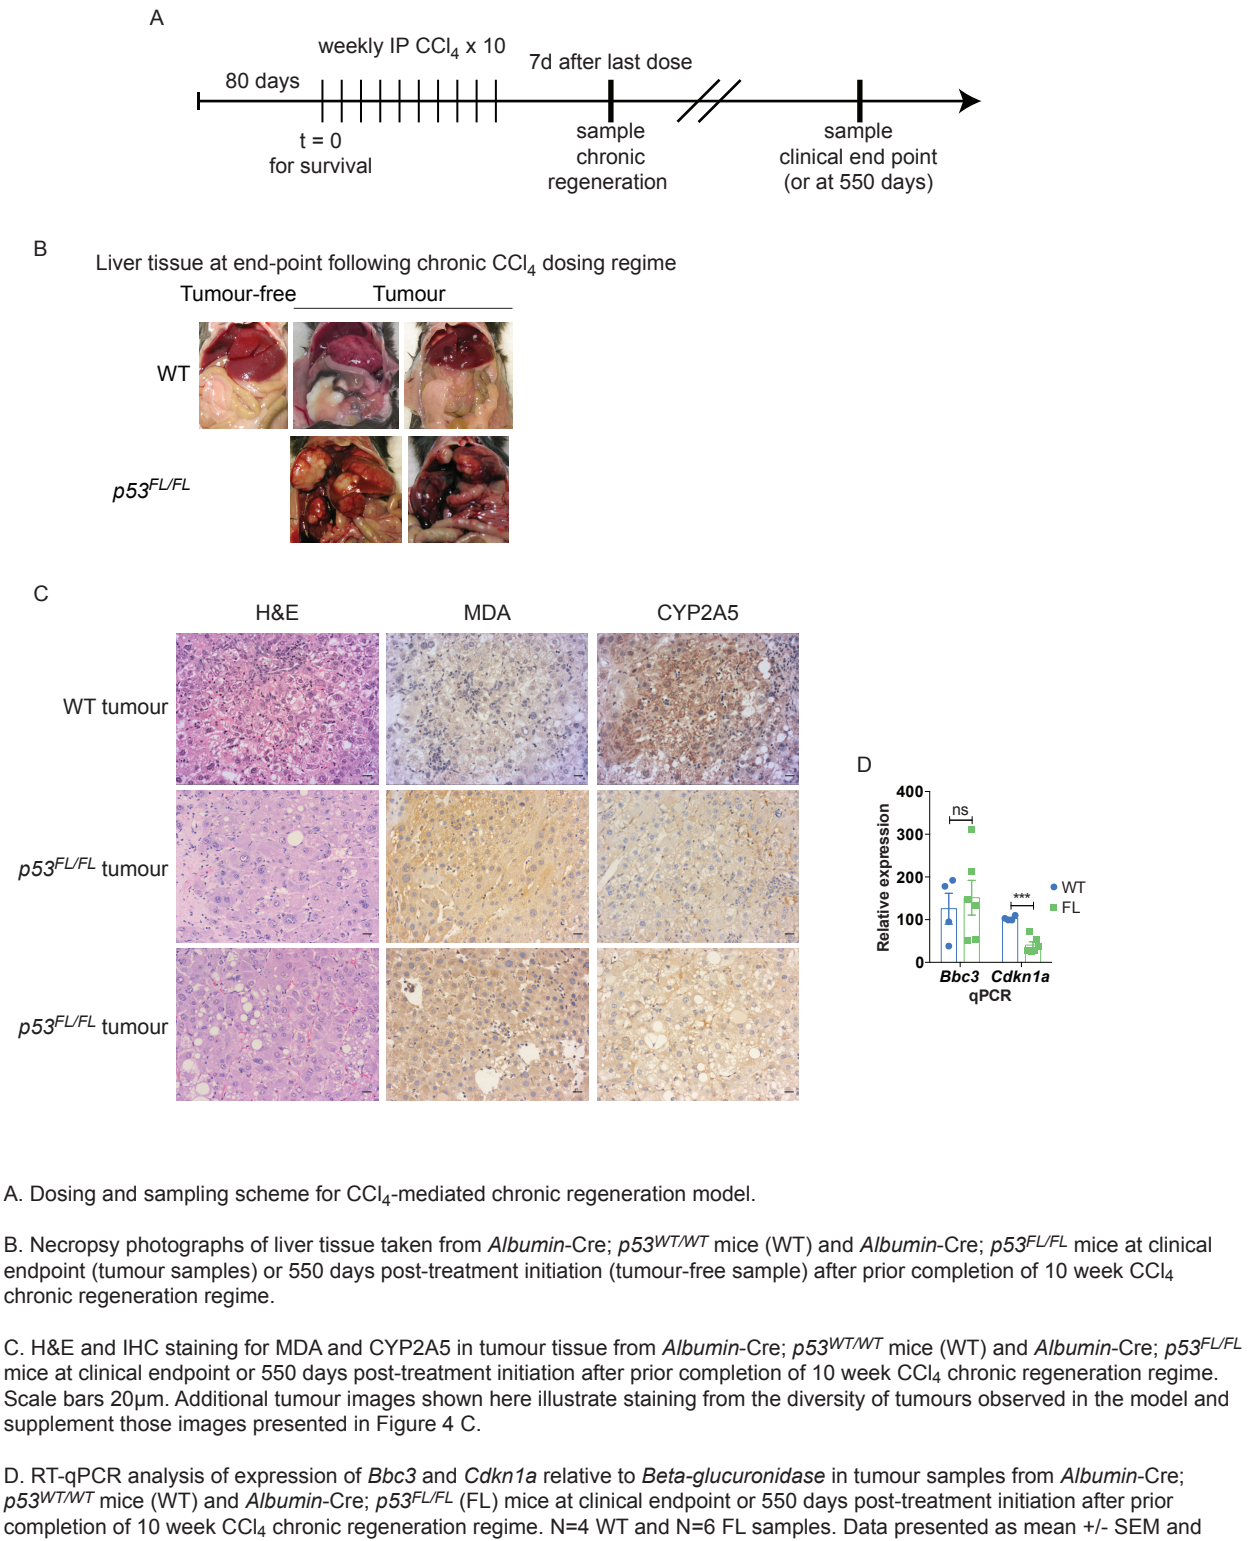

Supplemental Table 1: IHC and staining reagents

| Reagent                                 | Company            | Code         |
|-----------------------------------------|--------------------|--------------|
| Antibody diluent                        | Leica              | AR9551       |
| BOND Epitope Retrieval Solution 2 (ER2) | Leica              | AR9640       |
| Liquid DAB                              | Agilent            | K3468        |
| Rabbit EnVision                         | Agilent            | K4003        |
| Mouse EnVision                          | Agilent            | K4001        |
| Haematoxylin Z                          | CellPath           | RBA-4201-00A |
| Antigen unmasking solution (pH6)        | Vector Labs        | H-3300       |
| BLOXALL blocking solution               | Vector Labs        | SP-6000      |
| Vectastain ABC elite kit                | Vector Labs        | PK-6010      |
| ImmPACT DAB                             | Vector Labs        | SK-4105      |
| Mouse on mouse blocking reagent         | Vector Labs        | MKB2212      |
| Peroxidase block                        | Agilent            | S2022        |
| Wash buffer                             | Agilent            | K8007        |
| Direct Red 80                           | Sigma Aldrich      | 365548-25G   |
| Fast Green                              | Raymond Lamb       | 2008/10/21   |
| Aqueous Picric Acid                     | VWR                | 84512.260    |
| Oil-red-O solution                      | Merck Life Science | 1052300025   |
| Mayers Haematoxylin Solution            | Sigma Aldrich      | 51275        |
| Ultramount Aqueous Mounting Medium      | Dako               | S1964        |
| DPX mountant                            | CellPath           | SEA-1304-00A |
| Enz 1 antigen retrieval                 | Leica              | AR9551       |
| ImmPRESS HRP goat anti-rat IgG kit      | Vector Labs        | MP-7444-15   |

Supplemental Table 2: Primary antibodies used in IHC

| <b>Antibody / Stain</b> | <b>Company</b> | <b>Code</b>    | <b>Autostainer</b> | <b>Retrieval</b> | <b>Dilution</b> |
|-------------------------|----------------|----------------|--------------------|------------------|-----------------|
| Glutamine Synthetase    | Sigma Aldrich  | HPA0007316     | Dako Link 48       | Vector pH6       | 1:600           |
| aSMA                    | Sigma Aldrich  | A2547          | Dako Link 48       | Vector pH6       | 1:25K           |
| Phospho-H2A.X           | CST            | 9718           | Leica Bond Rx      | ER2              | 1:120           |
| CYP2A6 (OT11D2)         | Invitrogen     | MA525758       | manual             | Vector pH6       | 1:333           |
| MDA                     | Abcam          | ab6463         | manual             | Vector pH6       | 1:333           |
| p21                     | Abcam          | ab107099       | Leica Bond Rx      | ER2              | 1:150           |
| p53                     | Leica          | NCL-L-p53-CM5p | Dako Link 48       | TRS High pH      | 1:750           |
| NIMP                    | Abcam          | ab2557         | Leica Bond Rx      | Enz 1            | 1:600           |

Table 3: Quantitative RT-PCR primers

| Gene          | Assay ID      |
|---------------|---------------|
| <i>Gusb</i>   | Mm00446953_m1 |
| <i>Cdkn1a</i> | Mm04205640_g1 |
| <i>Cyp2a5</i> | Mm00487248_g1 |
| <i>Nqo1</i>   | Mm01253561_m1 |
| <i>Bbc3</i>   | Mm00519268_m1 |
| <i>ACTB</i>   | Hs01060665_g1 |
| <i>CDKN1A</i> | Hs00355782_m1 |
| <i>TP53</i>   | Hs01034249_m1 |
| <i>CYP2A6</i> | Hs00868409_s1 |

How the deposited data were processed for this re-analysis (not part of the article)

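Liver RNA from 4 *Albumin-Cre; p53* FL/FL (FL) and 3 *Albumin-Cre; p53* WT/WT (WT) mice taken 8 h after CCl_4_ was analysed. The samples were assigned to genotype and replicate from their labels, and the columns of the deposited table carry the sample titles. No column of per-sample values was left out (0 unused). The paper's second RNA-seq experiment, on *Mdm2* Ex5/6Δ mice, was not analysed here.

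The authors aligned paired-end reads with Tophat and Bowtie to the mouse genome of Ensembl release 75, counted reads per gene with HTSeq and divided the counts by size factors from DESeq2. The deposited values are these normalised counts rounded by the authors to whole numbers, and they were treated as a score with no fixed unit rather than as counts, because single whole numbers were absent from some libraries and occurred about as often as a neighbouring pair together in others. The deposited table held 14988 rows for 14851 Ensembl identifiers. The 120 identifiers on more than 1 row had identical values and were kept once. Gene symbols and coordinates came from the GENCODE vM21 annotation of GRCm38, which gave a symbol for 14839 identifiers and none for 12.

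The value of 1 read in each library was fitted from the spacing of its low values, which ran from 0.812 to 1.38 normalised counts. On 6 simulated libraries the largest error of this fit was 0.0004. Dividing each library's total by it gave 11.9 to 19.5 M estimated reads on genes. Rounding makes the reads of the 4 libraries with a step below 1 ambiguous, so the count tests planned as alternatives were not run. The 10 highest genes held between 15.4% and 19.7% of the normalised counts. Intervals from these depths would cover counting error only, which was small beside the differences between livers: between livers of the same genotype, the chi-square per degree of freedom ranged from 10.0 to 133.3, so no pair was a repeated library.

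FL and WT livers were compared with limma version 3.58.1 in R version 4.3.3 (lmFit, and eBayes with a mean-variance trend) on log2(normalised count + 1), over 12545 genes with a mean of at least 10. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. For single genes and gene sets, exact two-sided permutation tests used the 35 splits of the 7 livers. Gene sets were also tested with camera of limma with an inter-gene correlation of 0.01. The sets were 18 p53-induced genes named in Fig. 4H and 18 NRF2 target genes. The p53-induced set is shorter than the signature described in the paper, and 15 of its genes were tested. A further set held the genes among the 100 nearest on either side of *Trp53*. The 13 genes of Fig. S2A were clustered from row Z-scores. Stretches of 36 bases shared between transcripts of different genes were counted in the GENCODE transcripts. Tables and figures were made with Python version 3.11.15, pandas version 2.3.3, NumPy version 2.4.6 and Matplotlib version 3.10.9.

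The limma step was tested on simulated data drawn from the means, spreads and scaling of these livers, with 200 genes changed by known amounts. The changed genes had a mean of at least 50 and a log2 fold change of at least 1 in size. Limma called 98.5% of them when the livers differed by the spread of the 5 similar livers, with 15 unchanged genes called among 12541 tested. When 1 WT liver was moved away from the others at random in each gene, it called 68.5% of them and 0 unchanged genes among 12566 tested. In the data, WT replicate 2 and FL replicate 3 deviate together (correlation 0.77 across genes), which was not simulated. These shares therefore do not give the power in these livers or for smaller changes.

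The genes named in the text were fixed before the data were examined: *Trp53*, the 13 genes of Fig. S2A, *Cdkn1a*, *Bbc3*, *Nqo1*, *Cyp2a4*, *Mdm2* and *Nfe2l2*, and up to 5 further genes past the threshold whose groups do not overlap, of which there were none. Genes named beyond these were chosen after their values were seen. The alternatives fixed at the same time were pseudocounts of 0.5 and 5, no filter, a minimum of 10 in every liver or a mean of 50, quantile normalisation, scaling by the trimmed mean of M-values, limma without a trend or with robust hyperparameters, the replicate number as a block, and leaving out each liver. Replicate numbers 1 to 3 occur in both genotypes in the sample labels, but they are different mice and no source describes them as pairs. The paper states that mice were matched for age and litter where possible, without saying which mice were matched. The log2 ratio of the group means, array weights, a covariate from the within-group deviations, and the p53-induced genes without *Eda2r* or without *Zmat3* were added after the data had been seen.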

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

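Among the 4 FL livers, 31 results were examined for a single liver apart from the other 3 by Dixon's rule (a gap above 0.829 of the range), and 3 had one, where chance gives about 1.6. All 3 concern FL replicate 3. The tests of gene length and GC content and of the authors' scaling were set before their results were seen; the others were chosen only after the result was seen.

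FL replicate 3 lay at 29.24 on the first principal component, with the other FL livers between -25.61 and -20.66. WT replicate 2 lay further along the same component, at 82.01, but a group of 3 was not examined by this rule. Across the 12545 tested genes, the deviation of WT replicate 2 from the other WT livers and that of FL replicate 3 from the other FL livers had a correlation of 0.77; genes are not independent replicates. WT replicate 2 differed over 4-fold from both other WT livers in 408 genes, against 7 for WT replicate 1 and 18 for WT replicate 3, and FL replicate 3 differed over 4-fold from the other FL livers in 50 genes, against 1, 8 and 2 for FL replicates 1, 2 and 4. The other results were *Cyp2a4*, at 337 normalised counts in FL replicate 3 and between 8 and 24 in the other FL livers, and *Cachd1*, at 105 in FL replicate 3 and between 26 and 35 in the others. Both genes were also highest of the WT livers in WT replicate 2, so the 3 results may be a single pattern seen through 3 measures, and the tests below address it as 1 (first of them, a mixture of RNA, with a predicted *Eda2r* count of 26.9).

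A mixture of RNA from WT replicate 2 into FL replicate 3 was estimated at 22.7% from 212 genes that were high in WT replicate 2. For the 6 genes grouped with *Trp53*, which were not part of the estimate, it predicts 26.9 normalised counts of *Eda2r* in FL replicate 3, where 5 were found, 476 of *Ccng1* (353 found) and 355 of *Zmat3* (252 found), and these 3 go against it. For *Trp53* it predicts 252, and 217 were found against 110 to 131 in the other FL livers, which is nearer the prediction. For *Cyp2a5* (2005 predicted, 1642 found) and *Abcb1a* (91.4 predicted, 75 found) the prediction lies within the range of the other FL livers and cannot decide. Library depth and a few abundant genes do not account for both livers. WT replicate 2 had an estimated 15.4 M reads and its 10 highest genes held 17.9% of the normalised counts, both within the range of the other livers. FL replicate 3 had the most reads (19.5 M) and the largest share in the 10 highest genes (19.7%) of all livers, so for this liver alone neither is excluded. Gene length and GC content accounted for 1.6% of the variance over genes of the deviation of WT replicate 2. After quantile normalisation the first component still carried 64.7% of the variance, so the authors' scaling does not account for it. The mean log2 level of 4 Y-linked genes in WT replicate 2 was -0.25 from the median of the livers, as in a male. A mislabelled time point was not tested, because the table holds a single time point.

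On the biological side, of 14 proliferation genes (among them *Mki67*, *Top2a* and *Cdk1*) 14 were highest in WT replicate 2 and 13 of them were highest among the FL livers in FL replicate 3, with mean log2 levels of 2.54 and 1.00 above the median liver. Of 12 macrophage genes 10 were highest in WT replicate 2 and 9 were highest among the FL livers in FL replicate 3. Their mean log2 levels were 1.23 and 0.26, so the shift in FL replicate 3 was small. Of 10 genes biased to male liver 9 were lowest in WT replicate 2, but only 5 were lowest among the FL livers in FL replicate 3, with mean log2 levels of -2.66 and -0.36. Genes biased to female liver were at 0.82 and 1.08, and pericentral genes at -1.30 and -0.81. Clock genes had no shift of this size in common, at 0.29 and 0.12 for 4 of them and at -0.15 and 0.47 for 7 others. These lists were written after the genes behind the component had been seen, though before the values of the lists, so the test cannot stand as independent evidence. The pattern may reflect livers further on in the regenerative response, or mice treated or sampled differently, and these cannot be told apart here. The paper states that the mice of an experiment were treated together.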

How the results depend on the processing

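The 2 genes with an adjusted p-value under 0.05 between FL and WT livers, *Trp53* and *Eda2r*, were also the 2 found with a pseudocount of 0.5, no filter, the trimmed mean of M-values, or robust hyperparameters. Quantile normalisation gave 1 gene (*Trp53*). A pseudocount of 5, a minimum of 10 in every liver, a mean of at least 50, limma without a trend, and the replicate block gave 0 genes, with 110 to 465 genes at an unadjusted p-value under 0.05. The fits that each left out 1 liver gave from 0 to 5 genes, and where they gave 0, from 248 to 739 genes had an unadjusted p-value under 0.05. The 5 genes found without WT replicate 3 shared 0 genes with the 2. Of the 13 genes of Fig. S2A, 2 passed; 1 passed with quantile normalisation, 0 under the settings that gave 0 genes in all, and from 0 to 1 across the fits that each left out 1 liver. Array weights gave 5 genes, and the first principal component of the within-group deviations as a covariate gave 144 genes, 10 of them among the 13; both were chosen after the data had been seen. *Cyp2a5* passed with the covariate only (log2 fold change -1.75, adjusted p = 0.0412; its adjusted p-values over all settings ran from 0.0412 to 1). The 5 genes without WT replicate 3 are intestinal transcripts of WT replicates 1 and 2, given under the other observations with the other splits for the covariate; for the other shifts the cause was not tested.

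*Trp53* stayed between -2.68 and -2.35 on the log2 scale in every setting run, while its adjusted p-value ran from 3.01e-05 to 1. It was above the threshold with a pseudocount of 5 (-2.44), with limma without a trend and the 2 stricter filters (-2.47 in all 3), and with the replicate block (-2.35). Across the 7 fits that each left out 1 liver it ran from -2.68 to -2.35 and passed in 1 of them. The log2 fold change of *Cyp2a5* was negative in every setting and ran from -2.11 to -1.29 across the fits that each left out 1 liver. *Cdkn1a* did not pass in any setting, and its sign turned with the replicate block (-0.10), as it did when FL replicate 4 was left out; across those fits it ran from -0.10 to 0.45.

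The paired analysis used the replicate numbers as a replicate block. It left the log2 fold changes of *Eda2r* at -3.61, *Ccng1* at -1.004 and *Zmat3* at -0.69, but with 3 pairs and a correlation of -0.24 between same-numbered livers the numbers do not appear to pair the mice.

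The group of genes clustered with *Trp53* had 6 members in every alternative except without WT replicate 2, which gave 8 (from 6 to 8 across the fits that each left out 1 liver). The p53-induced genes had a mean log2 fold change of -0.23 relative to all genes (exact permutation p = 0.029, the smallest possible). It was -0.20 with a pseudocount of 5 (exact permutation p = 0.0571), -0.028 with a mean of at least 50 (exact permutation p = 0.657), -0.22 with the replicate block, and from -0.26 to -0.19 across the fits that each left out 1 liver. It turned to 0.072 without *Eda2r* and *Zmat3* (exact permutation p = 0.143), to 0.27 for the 6 genes of the CYP2A6 cluster of Fig. 4H (exact permutation p = 0.029, in the opposite direction), and, in alternatives chosen after the data had been seen, to 0.019 without *Eda2r* only (exact permutation p = 0.686), and it was -0.19 without *Zmat3* only (exact permutation p = 0.0571), so the lower mean rests on *Eda2r*. The NRF2 target genes had a mean of -0.33 (exact permutation p = 0.029); it was -0.28 with no filter (exact permutation p = 0.0857), -0.29 with the replicate block and from -0.39 to -0.28 across the fits that each left out 1 liver. Genes neighbouring *Trp53* had a mean absolute log2 fold change 0.048 above that of all genes (exact permutation p = 0.029). It was 0.060 with no filter and 0.051 with quantile normalisation (exact permutation p = 0.0571 for both), 0.065 for the 50 nearest genes on either side (exact permutation p = 0.0857), 0.049 with the replicate block, from 0.038 to 0.055 across the fits that each left out 1 liver, and turned to -0.0004 with a mean of at least 50 (exact permutation p = 0.971). For the neighbouring genes these 4 p-values from other settings, with all 35 splits, could have reached 0.029, so they are a loss. For these sets the fits without 1 liver cannot give a p-value below 0.067 and the block none below 0.25, so their larger p-values cannot show a loss. Between the 2 source-name prefixes within FL, 0 genes passed and 231 had an unadjusted p-value under 0.05, and 0 passed under both alternatives.

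For the 16 other named genes, 287 values under alternatives comprised 261 with the same direction and call, 11 weaker, 9 stronger, 3 that moved by more than the spread between livers and 3 reversed. The reversed ones were *Bbc3* without WT replicate 1 (-0.23) and as a log2 ratio of group means (-0.021), and *Cyp2a4* without WT replicate 2 (0.72). Across the fits that each left out 1 liver, *Bbc3* ran from -0.23 to 0.72 and *Cyp2a4* from -2.88 to 0.72. *Krt90* and *Gm12248* were below the filter in most settings and have values in fewer of them. The 3 alternatives that needed whole reads (DESeq2 with and without its outlier filter, and the quasi-likelihood test of edgeR) were not run, because the deposited values are rounded after normalisation. Depth limits *Krt90*, *Gm12248* and *Eda2r*, whose counts in 1 genotype were 8 or fewer.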

Differences from the paper's values

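The paper's number of differentially expressed genes is 13. With limma on the deposited normalised counts it was 2. None of the 17 alternatives set before the data were examined and run here closed the gap. They gave from 0 to 5 genes. The paper's own test, DESeq2 on counts, was not run, so whether the choice of test accounts for the gap was not examined. Array weights (5 genes) and the first principal component of the within-group deviations as a covariate (144 genes), both chosen after seeing the values, gave too few and too many. Array weights called *Ccng1*, which the paper calls, besides *Trp53* and *Eda2r*. The covariate called *Zmat3*, *Ccng1*, *Abcb1a*, *Avpr1a*, *Sh3pxd2b*, *Vmn2r3*, *Cachd1* and *Cyp2a5* as well. *Apoa1*, *Krt90* and *Gm12248* were called in none of the settings run.

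For *Krt90* the paper's fold change is about -19 in Fig. S2A, read by eye and taken as a log2 value, and the log2 fold change here was -1.57. The gene was at 0 in every FL liver, so this value is set by the pseudocount and is not an estimate of the fold change. None of the 3 alternatives that give a value could come near the paper's; they ran from -2.08 with a pseudocount of 0.5 to -0.68 with a pseudocount of 5.

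For *Gm12248* the paper's value is about 5.6 in Fig. S2A, read by eye, and the log2 fold change here was 3.67. The WT livers were below the floor of 3 counts, so the fold change has only a lower bound (at least 5.08-fold higher in FL livers), and its size follows the pseudocount. None of the 6 alternatives set before the data were examined closed the gap; they ran from 1.92 with a pseudocount of 5 to 4.42 with a pseudocount of 0.5. This is not evidence against the paper's value. The log2 ratio of the group means, chosen after seeing the values, was 5.52 and does not differ from the paper's value by more than the spread between livers.

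For the other 11 genes of Fig. S2A, the log2 fold changes in the main setting did not differ from the paper's by more than the spread between livers. With a pseudocount of 5, *Eda2r* did differ, at -3.11 against about -4.0 in the paper.

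The paper lists *Cyp2a5* among the significant genes of its DESeq2 test. With limma, a different test, the adjusted p-value of *Cyp2a5* here was 0.999, with adjusted p-values between 0.0412 and 1 over the settings run. The log2 fold change was close, at -1.75 against about -1.8 in Fig. S2A, read by eye. The paper also reports earlier induction of *Cyp2a5* in WT livers by RT-qPCR and lower CYP2A5 staining in FL livers at 8 h.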

Other observations

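Of the tests given here, 4 were set before their results were seen. They were tests of intestinal RNA, gene length and GC content, and source-name prefixes on the NRF2 target genes, and the splits with the covariate. The other tests were chosen only after the result was seen, or after values that largely determine it, and the genes named here beyond those of the paper were chosen in the same way.

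The 2 genes past the threshold were set against other groupings of the same livers. Of the 8 splits that part the 3 same-numbered pairs, 1 gave as many genes, the real one, and 8 splits cannot give a share below 0.125. The other 27 splits leave at least 1 same-numbered pair in the same group; 0 of them gave as many, so the real split was 1 of 35. In 401 genes the unadjusted p-value was under 0.05, and 14 of the 35 splits gave as many. The FL and WT livers did not overlap in 597 of the tested genes (4.8%), where chance gives 5.7%, and 15 of the 35 splits gave as many. For both counts, the other splits with as many put WT replicate 2 and FL replicate 3 in the same group. Among the splits that part these livers, as the real one does, the real one had the most. The next highest were 281 genes at an unadjusted limma p-value under 0.05 and 525 without overlap. This restriction was made after the counts were seen. The shares over all 35 splits therefore cannot decide whether these counts reflect genotype.

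A candidate explanation for finding 2 genes where the paper reports more is the spread between livers along the first principal component. With the first component of the within-group deviations as a covariate, 144 genes passed. The same fit gave as many genes in 16 of the 35 splits, with a highest count of 4505 and a median of 18.5 over the other splits. All other splits with as many genes put WT replicate 2 and FL replicate 3 in the same group, while the real split parts them. Among the splits that part these livers the real one had the most genes, and the next had 81. This restriction was made after the counts were seen. The 35 splits therefore cannot decide whether the count of 144 reflects a difference between genotypes.

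Transcripts typical of intestinal epithelium were present in WT replicates 1 and 2. *Lypd8* had 275 and 181 normalised counts in these livers, 8 in WT replicate 3 and between 0 and 2 in the FL livers. *Pla2g2a* had 373 and 188, and 0 in each of the other 5 livers. *Clca1*, *Fcgbp*, *Dmbt1*, *Agr2* and *Gpx2* had the same pattern. A list of 16 other intestinal genes was written once this pattern had been noticed but before their own values were looked at, and the prediction for it was written after. Of the list 14 genes were in the table, and in 10 of them both WT replicates 1 and 2 lay above all other livers, among them *Zg16* (107 and 65, and 0 to 1 elsewhere), *Cdx1* (14 and 7, and 0 elsewhere) and *Guca2a* (14 and 25, and 0 elsewhere). *Tff3* did not follow it, with 1083 in FL replicate 3 against 60 and 185 in WT replicates 1 and 2. Over all tested genes the pattern held for 2.8%, and chance gives 4.8%. Of 8 bile duct and gallbladder genes it held for 2, which goes against bile duct cells as the source. In the list's mean log2 level, WT replicate 3 lay 18.5% of the way from the FL mean to that of WT replicates 1 and 2. This goes against loss of p53 as the whole account, but it rests on 1 liver. WT replicate 3 was above every FL liver in 5 of the 14 genes, so a smaller contribution of genotype is not excluded. The pattern is consistent with intestinal tissue collected with these 2 livers (10 of 14 genes); histology of these pieces was not used here. Without WT replicate 3, 5 genes passed the threshold, *Pla2g2a*, *Dmbt1*, *Lypd8*, *Fcgbp* and *Clca1*, which a reader could otherwise take for targets of p53. None of them is among the 13 genes of Fig. S2A.

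Of the 13 genes of Fig. S2A, 4 lie on chromosome 11, the chromosome of the floxed allele: *Trp53*, *Ccng1* (28.8 Mb away), *Sh3pxd2b* (37.2 Mb) and *Gm12248* (11.5 Mb). Of 1048 other tested genes of chromosome 11, 83 separated the FL from the WT livers (7.9%), against 4.5% of genes of other chromosomes and at most 5.5% on any other autosome. Within 40 Mb of *Trp53* the share was 9.3% of 750 genes, and farther along the chromosome it was 4.4% of 298; chromosome 11 was taken up after all chromosomes had been compared, and this window after the distribution along it and the signs of its strongest genes had been seen, so the counts below restate this choice in part. The excess of 3.5 percentage points on chromosome 11 was reached by 1 of the 35 splits, the real one, and the next largest was 2.5. Allowing for the choice among 19 autosomes, 2 of the 35 splits had as large an excess on some autosome, the other with 5.4 percentage points. Genes at an unadjusted limma p-value under 0.01 made up 2.1% of chromosome 11 and 0.5% elsewhere. This excess of 1.6 percentage points was also reached by 1 of the 35 splits on chromosome 11 and by 2 on some autosome, the other with 3.3. With 35 splits neither excess can be told from chance once the choice of chromosome is allowed for. Of the separated genes 49 were higher and 34 lower in FL livers, which goes against loss of p53 lowering its target genes on the chromosome as the whole account. Among the genes nearest *Trp53* the mean absolute log2 fold change was also above that of all genes, though not under the stricter filter (-0.0004). Whether variants carried with the floxed *Trp53* allele contribute, which would affect genes regardless of p53, cannot be told from these values (1 of 35 splits for a chromosome picked from the same livers). No sequence variants were examined, and *Lypd8*, 1 of the intestinal transcripts above, also lies on this chromosome. For a p53 target such as *Ccng1* both sources are possible from these values alone. The paper states that its cohorts were fully backcrossed. It also reports finding all genes of its CCl_4_ list in the *Mdm2* model, which was not analysed here.

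The NRF2 target genes, a list set before the data were examined and chosen because the paper describes *Cyp2a5* and *Nqo1* as NRF2 targets, had a mean log2 fold change of -0.33 relative to all genes (exact permutation p = 0.029, the smallest possible; limma camera p = 3.89e-05), and all 4 FL livers lay below all 3 WT livers in the mean of the list. The list was not uniform, with 11 genes lower and 7 higher. *Nqo1* had 108 ± 22.9 normalised counts in FL and 204 ± 54.7 in WT livers (SD, n = 4 and n = 3), a log2 fold change of -0.90 (limma adjusted p = 0.999), and *Gsta1*, *Gsta2* and *Cbr3* likewise did not overlap between the genotypes, while *Gclc*, *Srxn1* and *Txnrd1* did. These last 3 are among the 7 higher genes, and their overlap came from WT replicate 2 alone (6090, 14329 and 5174). In all 3, WT replicates 1 and 3 lay above every FL liver. Adjusted over the 18 genes of the list alone, 3 had an adjusted p-value under 0.05 (*Nqo1*, *Gsta1* and *Gsta2*), against 0 when adjusted over all tested genes, and 6 of the 18 had an unadjusted p-value under 0.05. *Nfe2l2*, which encodes NRF2, had 1310 ± 128 and 1638 ± 67.4 (log2 fold change -0.33, limma adjusted p = 0.999). All 4 FL livers lay below WT replicate 3, which had little intestinal RNA. This goes against intestinal RNA as the source of the lower list mean, but it rests on 1 liver. The deviation of WT replicate 2 does not account for the lower mean (-0.39 without it), nor does the authors' scaling (-0.42 with quantile normalisation). The mean was -0.35 after a fit on gene length and GC content, but this fit carried 0.7% of the variance of the fold changes and could move the mean little. The 2 source-name prefixes within FL differed by 0.10 in the list mean, less than the genotypes. The prefixes change with the genotype and their meaning is not stated, so the pattern cannot be told apart from what they mark. A hypothesis is that some NRF2 targets are less expressed without p53 at this time.

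The mouse genes named in the paper's p53 signature (Fig. 4H) for the most part did not pass the threshold at this time, and with 4 and 3 livers moderate differences could have been missed. Of 15 tested genes, 8 were lower and 7 higher in FL livers; 1 passed when adjusted over all tested genes (*Eda2r*) and 2 when adjusted over the list alone (*Eda2r* and *Zmat3*), and 3 had an unadjusted p-value under 0.05. The exact permutation test gave p = 0.029, the smallest possible, and limma camera p = 0.0235 for the list, but the mean rests on *Eda2r*: it was 0.019 without this gene (exact permutation p = 0.686) and -0.028 with a mean of at least 50 (exact permutation p = 0.657). The 6 genes of the CYP2A6 cluster within the list had a higher mean in FL livers (0.27, exact permutation p = 0.029). *Mdm2* had 1064 ± 132 normalised counts in FL and 1265 ± 199 in WT livers (SD, n = 4 and n = 3; log2 fold change -0.25, limma adjusted p = 0.999). *Bbc3* had 141 ± 20.9 and 143 ± 100 (log2 fold change 0.19, limma adjusted p = 0.999).

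Whether reads shared with *Cyp2a4* contribute to the lower *Cyp2a5* in FL livers cannot be told from the counted reads. The values of both genes had been seen before this test was written. Their sum had a log2 fold change of -1.85 (exact permutation p = 0.029, the smallest possible), against -1.75 for *Cyp2a5* alone. *Cyp2a4* was low beside *Cyp2a5* in most livers, so the sum could move little, and reads that map to both genes and were left uncounted could not be examined.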
